# mTORC1/2 inhibition re-sensitizes platinum-resistant ovarian cancer by disrupting selective translation of DNA damage and survival mRNAs

**DOI:** 10.18632/oncotarget.25869

**Published:** 2018-09-04

**Authors:** Gizelka David-West, Amanda Ernlund, Abhilash Gadi, Robert J. Schneider

**Keywords:** mTOR, ovarian cancer, platinum resistance, translational regulation

## Abstract

Platinum resistance is a major cause of treatment failure and mortality in epithelial ovarian cancer. mTORC1/2 inhibitors, which impair mRNA translation, can re-sensitize resistant ovarian cancer cells to platinum chemotherapy but the mechanism remains poorly described. Using platinum-resistant OVCAR-3 cells treated with the selective mTORC1/2 inhibitor INK128/MLN128, we conducted genome-wide transcription and translation studies and analyzed the effect on cell proliferation, AKT-mTOR signaling and cell survival, to determine whether carboplatin resistance involves selective mRNA translational reprogramming, and whether it is sensitive to mTORC1/2 inhibition. Gene ontology and Ingenuity Pathway Analysis (IPA) were used to categorize gene expression changes into experimentally authenticated biochemical and molecular networks. We show that carboplatin resistance involves increased mTORC1/2 signaling, resulting in selective translation of mRNAs involved in DNA damage and repair responses (DDR), cell cycle and anti-apoptosis (survival) pathways. Re-sensitization of ovarian cancer cell killing by carboplatin required only modest mTORC1/2 inhibition, with downregulation of protein synthesis by only 20-30%. Genome-wide transcriptomic and translatomic analyses in OVCAR-3 cells revealed that the modest downregulation of global protein synthesis by dual mTORC1/2 inhibition is associated with greater selective inhibition of DDR, cell cycle and survival mRNA translation, which was confirmed in platinum-resistant SKOV-3 cells. These data suggest a clinical path to re-sensitize platinum resistant ovarian cancer to platinum chemotherapy through partial inhibition of mTORC1/2, resulting in selective translation inhibition of DDR and anti-apoptosis protective mRNAs.

## INTRODUCTION

Ovarian cancer is the second most common gynecologic malignancy, and the number one cause of death among all gynecologic malignancies [1]. The high death rate is attributed to the fact that approximately 75% of cases are diagnosed at an advanced stage, contributing to the poor overall 5 year survival rate of 45% [2]. Platinum-based chemotherapy is the standard of care for ovarian cancer. While excellent in response initially, most patients ultimately relapse with platinum-resistant disease, and approximately 25% of patients acquire de novo resistance during primary treatment or relapse within 6 months [reviewed in 3]. In the recurrent setting, there are no truly effective options for women with platinum resistant disease. Recent research and analysis of ovarian cancer genomic alterations derived from the Cancer Genome Atlas (TCGA) project call attention to the need for new molecular targets by which treatment responses can be improved in the recurrent, platinum-resistant setting [4-6].

Standard therapy for ovarian cancer primarily comprises platinum based chemotherapeutic agents administered in combination with a taxane, a tubulin stabilizing drug [7]. Neoadjuvant chemotherapy may also be given, although median disease-free survival is still only 12 to 24 months [8-10] and the majority of patients will recur, making the management of recurrent disease a major challenge. In the platinum-resistant recurrent setting, no therapies are curative [11].

Genomic analyses suggest that different histologic subtypes of ovarian cancer have different genetic alterations and deregulated signaling pathways that might be therapeutically targeted [4, 12]. Specifically, the PI3K/AKT/mTOR pathway is commonly upregulated with increased activation in most subtypes of epithelial ovarian carcinoma, including approximately 50% of high-grade serous ovarian carcinomas [4, 13]. Genetic alterations are found in various components of this pathway such as PI3KCA (PI3K) gain of function mutations, AKT2 amplifications, loss of PTEN expression (a negative phosphatase regulator of PI3K activity), and activating mutations that signal to AKT and mTOR [4, 14, 15]. All of these alterations are integral components of mTOR pathway activation, which can lead to increased protein synthesis, and specifically increased translation of certain mRNAs, such as those encoding angiogenic and pro-proliferative functions [15, 16]. Major oncogenic signaling pathways converge on protein synthesis at the level of the protein kinase mTOR, a key regulator of cellular metabolism, autophagy, mRNA translation and cell motility.

With a significant role in tumorigenesis, including that of ovarian cancer, inhibition of the mTOR pathway has been extensively investigated in the preclinical and clinical settings. mTOR forms two protein complexes with different activities, mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2). mTORC1 consists of mTOR, Raptor and GβL proteins among others [17], and is a major regulator of cap-dependent mRNA translation through its phosphorylation (inactivation) of the 4E-BP family, negative regulators of translation initiation factor eIF4E [18]. mTORC2 consists of mTOR, Rictor and GβL proteins among others. mTORC2 phosphorylates and activates pro-oncogenic AKT at serine 473, leading to increased cancer cell proliferation and survival [19]. Moreover, pro-oncogenic AKT activity is increased by positive feedback through S6K/IRS1 from loss of mTORC1 during inhibition with rapalogs (everolimus, temsirolimus, sirolimus) [20-22].

Rapalog inhibitors of mTORC1 are allosteric inhibitors of the FKBP12 mTOR chaperone and therefore act upstream of mTORC1. They have shown limited activity in clinical trials, poor response and rapid development of tumor resistance, in part because they only poorly inhibit mTORC1, and because they release feedback upregulation of AKT [20, 21, 23, 24]. Consequently, direct acting ATP-active site inhibitors of mTOR have been developed that effectively block both mTORC1 and mTORC2 activities [17, 25, 26]. Dual mTORC1/2 inhibition overcomes feedback activation of PI3K and AKT pathways, potentially resulting in more effective anti-tumor activity. Because mTORC1/2 is at the crossroads of a number of oncogenic signaling pathways, including the MAPK/ERK and PI3K/AKT pathways, as well as many receptor tyrosine kinases, and is therefore strongly activated by multiple oncogenic signals, there is strong interest in its inhibition in conjunction with existing chemotherapeutics.

In *in vitro* and *in vivo* mouse models of platinum resistant high grade papillary serous ovarian cancer, we and others have demonstrated notable tumor growth inhibition in models when blocking mTORC1/2 compared to mTORC1 alone, plus greater anti-proliferative effects when combined with carboplatin, and decreased phosphorylation of select DNA repair proteins [27-29]. These results demonstrated reversal of platinum resistance with mTORC1/2 inhibition but did not address the molecular mechanism involved. Clinical experience with mTOR inhibitors in ovarian cancer have to date been derived from the use of rapalogs that inhibit only mTORC1 in early stage clinical studies. We therefore sought to investigate the mechanism for platinum re-sensitization by mTORC1/2 inhibition using the clinically available inhibitor INK128/MLN128, in platinum-resistant ovarian cancer cells. We show that platinum resistance of ovarian cancer cells can be reversed by inhibition of mTORC1/2 and involves the greater translational inhibition of specific mRNAs encoding survival, cell cycle and DDR functions. These findings suggest the synergistic use of mTORC1/2 inhibitors with genotoxic DNA damage agents should be explored in the clinical setting in platinum-resistant ovarian cancer.

## RESULTS

### mTORC1/2 inhibition blocks proliferation and promotes platinum re-sensitization

Studies were conducted using GI_50_ concentrations of INK128 and a low dose of carboplatin (1 µM) that does not affect OVCAR-3 cell proliferation or survival [13, 30, 31]. Cell proliferation/viability and clonogenic assays were used to measure anti-proliferative and platinum-sensitizing effects of INK128 (Figure 1). While dose titrations are not shown, we found the lowest effective dose of INK128 to be 0.25 µM and of carboplatin to be 1.0 µM, defined as that which effectively inhibited clonogenic cell survival, consistent with published studies [13, 30, 31]. We therefore carried out all studies in OVCAR-3 cells at these dose levels. Although mTORC1/2 inhibition alone blocks cell proliferation (Figure 1A), clonogenic cell survival analysis shows a qualitative reduction in colony size (Figure 1B) and a statistically significant reduction in colony number due to inhibition of proliferation by INK128 (Figure 1C), but only when treated with the combination of carboplatin and INK128 was there a severe reduction (>95%). These data suggest that the combination treatment increased inhibition of cell growth (size), and viability, whereas cell proliferation was already fully blocked by mTORC1/2 inhibition alone with INK128. Independent confirmation of these data was obtained by staining cells for γH2AX, which decorates double-strand DNA (dsDNA) breaks (Figure 1D, 1E). Carboplatin alone induced light staining at 12 h that was cleared by 24 h, indicative of strong resistance to drug-mediated genotoxic DNA damage, and effective DNA repair, as expected. In contrast, co-treatment with carboplatin and INK128 resulted in significant dsDNA breaks at 12 h, shown by γH2AX staining, which persisted and increased by 24 h, consistent with re-sensitization to DNA damage and an impaired ability to repair dsDNA lesions.

**Figure 1:**
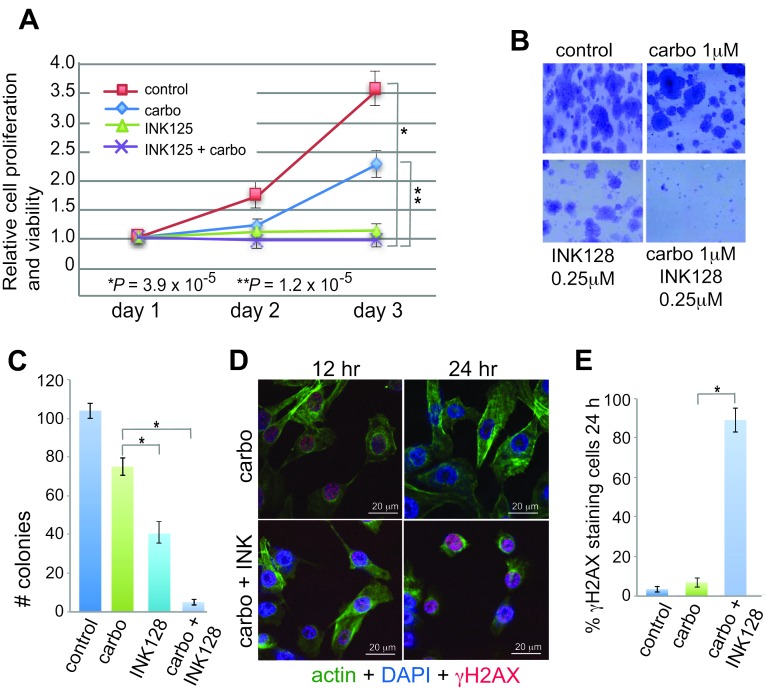
Anti-proliferative and sensitizing effects of INK128 with carboplatin in OVCAR-3 cells **A.** Proliferation/survival assay was performed in triplicate and mean dye absorbance values from MTT for each treatment were recorded and normalized to the mean dye absorbance value of media only wells. Statistical analysis by ANOVA. **B.** Representative images of clonogenic cell survival assays using 600 cells/well in 6 well plates. **C.** Quantification of clonogenic cell survival assays performed in triplicate, repeated 5 times at drug doses as shown in (B). **D.** DNA-damage response signaling in 1 µM carboplatin treated and 1 µM carboplatin/0.25 µM INK128 treated cells. Cells were pre-treated with INK128 for 4 h, INK128 maintained and carboplatin added for 5 h, and cells subjected to direct immunofluorescence analysis at 12 h and 24 h. Cells stained with DAPI (blue), FITC-actin (green), γH2AX (H2AX-S139P, red). γH2AX staining consisted of primary monoclonal antibody and TRITC anti-mouse secondary antibody. Representative images shown; scale bar 20 µm. **E.** Quantification of results shown in (D) representative images obtained from 5 fields chosen at random with ≥50 cells/field. *, *P* < 0.01 by paired Student *t*-test.

Immunoblot analysis demonstrated that treatment with mTORC1/2 inhibitor INK128 alone at 0.25 µM fully blocked ribosomal S6 (rS6) protein phosphorylation (Figure 2A) but only partially blocked 4E-BP1 phosphorylation, shown by the partial shift to more hypo-phosphorylated forms (Figure 2B). The greater sensitivity of ribosomal S6 protein phosphorylation to mTOR inhibition compared to 4E-BP1 is well established [17, 19, 24]. There was no additional effect in combination with carboplatin (Figure 2A, 2B). The overall effect on protein synthesis was assessed by metabolic protein synthesis specific activity, determined by ^35^S-methionine incorporation (Figure 2C). There was a 20-30% reduction in overall protein synthesis at the lowest effective dose of INK128 used in these studies (0.25 µM), which was not statistically altered by addition of carboplatin (although there was a trend toward a slight further reduction of protein synthesis), consistent with the partial inhibition of 4E-BP1 phosphorylation. The lack of a strong effect of carboplatin treatment on protein synthesis and mTOR signaling is consistent with its specific induction of DNA damage. The synergistic reduction in carboplatin resistance and ovarian cancer cell viability with combined carboplatin and INK128 treatment was only observed in extended colony formation assays because they combine the cumulative effect of DNA damage over days with partially impaired protein synthesis, which is not captured in short-term cell proliferation/viability studies. These data also indicate that the translation reduction by combined treatment is due entirely to mTORC1/2 inhibition by INK128. We therefore asked whether re-sensitization of platinum-resistant OVCAR-3 cells results from the 20-30% reduction in global protein synthesis or involves selective translational inhibition of specific mRNAs.

**Figure 2:**
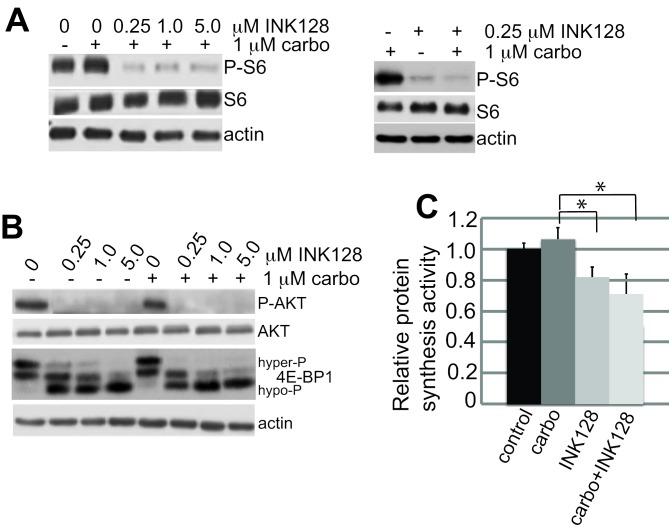
mTORC1/2 inhibition by INK128 is unaffected by carboplatin treatment **A.**, **B.** Samples consisting of equal protein amounts from total cell lysates were resolved by SDS-PAGE and detected by immunoblot. Cells were treated with carboplatin and INK128 as described in the legend to Figure 1. Immunoblots are shown at 24 h post-treatment. Representative blots of 3 independent studies. **C.** Cells were labeled during indicated drug treatments with 25 µCi of [^35^S]-methionine-cysteine/mL and specific activity of labeled protein incorporation into nascent protein determined by TCA precipitation. The mean of 3 studies was normalized to controls, with standard error of the mean (SEM) shown. Statistical analysis by paired Student *t*-test. *, *P* < 0.01.

### Genome-wide transcription and translation analysis identifies selectively translated mRNAs in platinum resistance

We investigated whether inhibition of mTORC1/2 and its ability to re-sensitize resistant ovarian cancer cells to platinum therapy is linked to changes in selective mRNA translation. To do so, we carried out simultaneous genome-wide transcriptomic and translatomic analysis of OVCAR-3 cells blocked in mTORC1/2 with 0.25 µM INK128 in the presence or absence of carboplatin, performed at 24 h, long before cells undergo programmed death (typically at ∼72 h). 

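RNA of OVCAR-3 cells, an established line of platinum-resistant ovarian cancer, was measured on 24 Affymetrix Human Gene 2.0 ST arrays, of which 10 held total RNA and 14 held polysome RNA. Cells received DMSO, 1 µM carboplatin, 0.25 µM INK128 or both drugs, and were harvested at 24 h. In the combination INK128 was given 19 h before carboplatin, which was then present for 5 h. Carboplatin alone was added at the same time point, so it was also present for 5 h. By the labels of the arrays, total RNA was measured on 2 arrays with DMSO, 4 with carboplatin, 2 with INK128 and 2 with the combination. Polysome RNA was measured on 3, 5, 3 and 3 arrays in the same order. The deposited values are log2 signals made by the authors with RMA in Expression Console 1.4.1. Of 53617 probesets, 16098 carried a gene symbol, which gave 14884 genes with 1 probeset each. The 7442 genes with a mean log2 signal of at least 6.54, the median of the named genes, were tested. Total RNA and polysome RNA were each fitted with limma 3.58.1 over all treatments. Translation efficiency was the difference between polysome and total RNA in treated cells minus that difference in DMSO. The number of arrays limits the precision of every value. For 4 of the 24 arrays the label and the paper's own supplementary datasets give different conditions. The arrays labelled carboplatin polysome 1 and carboplatin total 1 hold the values of 2 combination total RNA columns of the datasets. The array labelled combination total 1 holds those of a carboplatin polysome column, and combination total 2 those of a carboplatin total column. All 527 or 676 probesets shared with a dataset column were equal within 0.0001, against at most 0.38% for any other array. The labels were kept for the main results. Values with the datasets' conditions are given beside them, an alternative chosen after the data were examined. Some paragraphs open with the matched polysome and total RNA pairs of the datasets. This alternative was set before the deposited values were examined, but after the values in the datasets had been seen. The arrays of the pairs were found by the matching of values and take the datasets' conditions. Scores of RNA fraction and INK128 response put all 4 arrays outside the range of their labelled class and nearer the class of the dataset column. The values thus argue against these labels. Total RNA and translation efficiency of the combination by the labels rest on 2 of these arrays.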

Total mRNA levels were compared to mRNA levels in the well-translated (≥4 ribosome) fraction, obtained by sorting polyribosomes by sucrose gradient density centrifugation for untreated, single agent treated and combination treated cells (Figure 3A; Supplementary data sets 1 and 2). Ribosome density is an established surrogate for translation activity. Polysomal profiling showed only a moderate reduction in mRNA-ribosome content with mTORC1/2 inhibition, which was slightly further reduced in carboplatin treated cells which may be reflective of their greater stress (Figure 3A), consistent with the profile in overall protein synthesis shown earlier by metabolic labeling. We analyzed three sets of conditions to fully explore the genome-wide changes in mRNA abundance and translation: (1) expression levels of total mRNA (primarily transcription activity); (2) mRNA polysome association, regardless of whether changes are due to mRNA abundance or translational regulation; and (3) ratio of heavy polysome mRNA/total mRNA, which measures stronger translation-specific changes (translation efficiency). Analyses for the two independent studies used thresholds for transcription and translation based on values determined from the distribution plots of each, which were 2-fold for total mRNA (log_2_ = 1.0), and 1.5-fold for heavy polysome association (log_2 =_ 0.6). The lower cutoff value for genome-wide translation is acceptable because small changes in protein expression can have large physiological effects. Significance was set at *P* < 0.05 for all analyses. Array analyses were performed with background correction and normalization, followed by filtering for low expression, and the ratio of translation/transcription plotted as independent variables. Limma, a platform for analysis of gene expression data from microarrays, was utilized for extraction of differential translation data.

**Figure 3:**
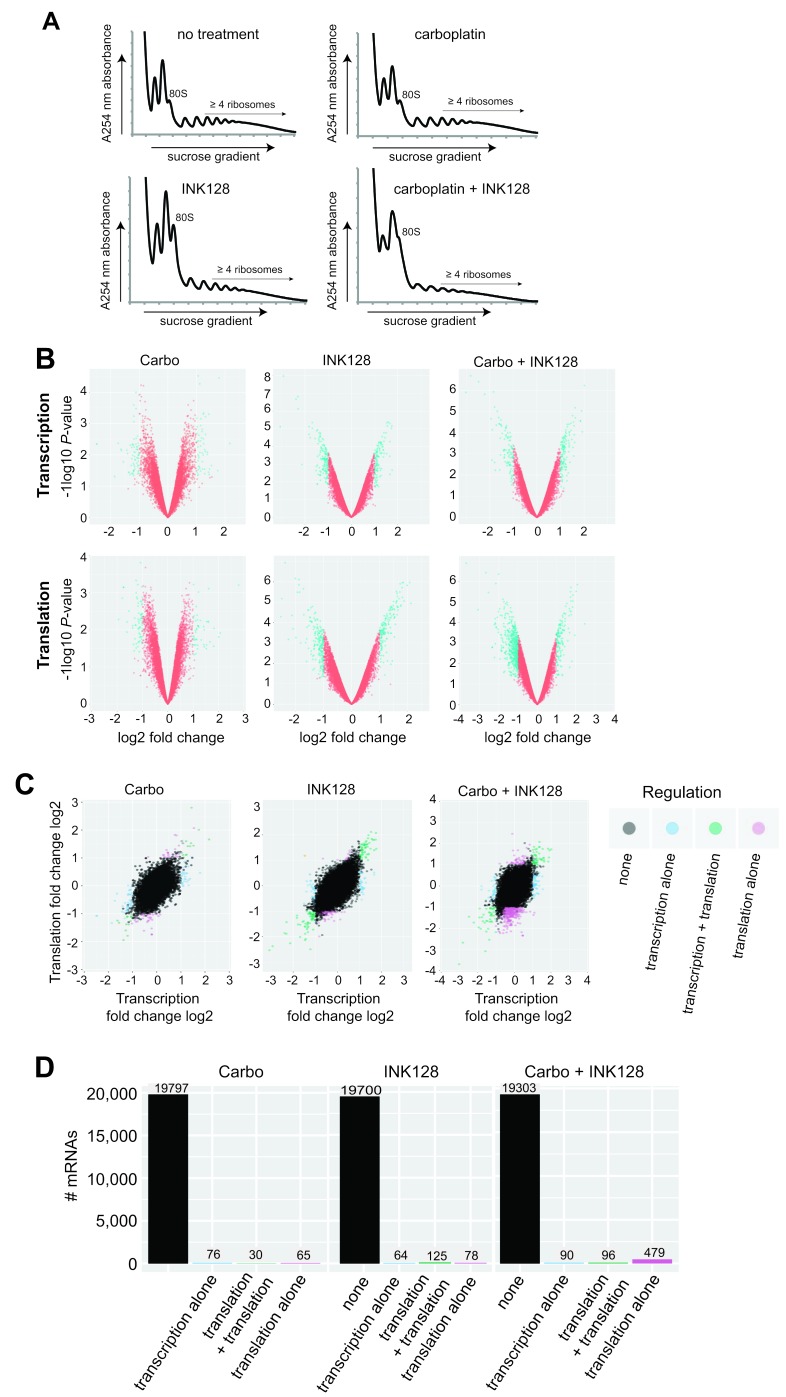
Transcriptomic and translatomic analysis of carboplatin re-sensitization by mTORC1/2 inhibition **A.** Absorbance profiles of ribosome subunits and polysomes for untreated and all treatment groups. OVCAR-3 cells were treated with DMSO as control, 1 µM carboplatin, 0.25 µM INK128, or both, as described in Material and Methods. Cycloheximide (100 µg/ml) was added, polysomes prepared and sorted by centrifugation through 10-50% sucrose gradients using equal RNA amounts and equal volume fractions collected while simultaneously monitoring absorbance at 254 nm, as described [38]. **B.** Volcano plots demonstrating transcriptional and translational alterations plotted as log_2_ fold changes against log_10_ *P*-values for all three treatment conditions. **C.** Log_2_ scatter plots of transcriptomic and translatomic results for all treatment groups (carboplatin alone, INK128 alone, combination treatment) analyzed for altered transcription, transcription + translation, or translation alone (translation efficiency). Two complete sets of independently performed studies were used to develop transcriptome and translatome data sets for analysis. **D.** Histogram representation of number of mRNAs out of total mRNAs altered in all three treatment conditions for transcription, transcription + translation, or translation alone (translation efficiency).

Figure 3B volcano plots present genome-wide transcription and translation data comparing *P*-values across fold changes, whereas Figure 3C scatter plots present fold changes comparing transcription to translation, across all three conditions (carboplatin alone, INK128 alone, combination). Carboplatin alone produced few changes in transcription or translation, averaging just 76 mRNAs altered in abundance and 65 mRNAs altered in translation alone (Figure 3C, 3D). 

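Of 15 measured target genes of p53, the transcription factor activated by DNA damage, none passed in total RNA after carboplatin, and their median log2 change was -0.093 (camera adjusted p = 0.957, and 0.980 with an estimated correlation). The stress-response gene DDIT4, an inhibitor of mTORC1, had a total RNA log2 fold change of -1.24 (standard error 0.343, adjusted p = 0.999) from limma, with 4 arrays against 2. In the same RNA the nudix hydrolase gene NUDT11 had -0.93, the epidermal gene FLG 0.77 and SPRY4, a feedback inhibitor of MAP kinase signaling, 0.68, each with an adjusted p of 0.999. The 24 immediate early genes, which respond to growth signals, had a median of 0.24 in total RNA (camera adjusted p = 1.22e-09, and 0.640 with an estimated correlation). Carboplatin total array 1 is in conflict, and with the datasets' conditions DDIT4, NUDT11, FLG and SPRY4 had -1.06, -0.86, 0.74 and 0.61 and the immediate early genes a median of 0.29 (camera adjusted p = 2.78e-07, and 0.985 with an estimated correlation). The 15 genes of cholesterol synthesis had a median of -0.26 in polysome RNA (camera adjusted p = 1.88e-07, and 0.454 with an estimated correlation), or -0.16 (camera adjusted p = 0.000150, and 0.697 with an estimated correlation) with the datasets' conditions. On polysomes HHEX, a homeobox gene, had a log2 fold change of 0.74, the glutathione transferase gene GSTM3 -0.65 and the trafficking gene RAB11FIP4 -0.83, none past the adjusted threshold. Over the arrays of the paper's datasets, 4 matched pairs with carboplatin and 2 with DMSO, limma called 0 genes at an adjusted p under 0.05 in total RNA, polysome RNA or translation efficiency, with 715, 954 and 432 at an unadjusted p under 0.05. Over all 24 arrays by their labels limma also called 0 in each, with 109, 142 and 41 at an unadjusted p under 0.05, where chance alone gives 372.1. The datasets' conditions again gave 0 calls, with 484, 386 and 48 unadjusted. At the thresholds the paper set for size and unadjusted p, the matched pairs gave 373 genes altered in translation alone, 241 of them lower. Here that means past the threshold in polysome RNA and not in total RNA, while the paper's figure names translation efficiency. Measured as translation efficiency, the pairs gave fewer genes, a count given below with the differences from the paper's values. By the labels 7 genes passed in total RNA, 1 of them in transcription alone, and 16 in translation alone, or 21 when translation was measured as translation efficiency. With the datasets' conditions 21 passed in total RNA, 5 in transcription alone and 46 in translation alone. The 7 became 12 and 3 without carboplatin total array 1 or 2 and 28 without the one whose label carries a code. The count of 16 became 26, 6 and 9 without carboplatin polysome array 1, 2 or 3, 65 and 79 without either of the 2 carboplatin polysome arrays whose labels carry a code, and 85 and 32 without DMSO polysome array 1 or 2. Without that coded total array, 2 genes passed an adjusted p under 0.05 in total RNA and 17 were altered in transcription alone, a count of 0 to 6 with any other array left out.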

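INK128 alone lowered polysome RNA of DDIT4, PI15 and the serine synthesis gene PSPH and raised that of TXNIP, among others, and 301 of 7442 genes passed an adjusted p under 0.05 from limma, 103 lower and 198 higher, with 3 arrays in each group. DDIT4 (probeset 16705961), whose product restrains mTORC1, fell on polysomes, with a log2 fold change of -1.95 (standard error 0.449, adjusted p = 0.0271). The serine synthesis enzymes PSAT1 and PSPH had -1.35 (adjusted p = 0.0460) and -1.31 (adjusted p = 0.00714), and asparagine synthetase, ASNS, had -1.22 (adjusted p = 0.0308). The peptidase inhibitor gene PI15 (probeset 17070110) fell most, with -2.61 (standard error 0.577, adjusted p = 0.0241). AMD1, which makes polyamines, had -1.35, the RNA polymerase III subunit gene POLR3G -1.41, GLIPR1 -1.33, the centromere gene OIP5 -1.26 and the cell-cycle phosphatase gene CDC25A -1.18, all lower. Among genes that rose were TXNIP (probeset 16669796), an inhibitor of glucose uptake, with 1.64 (standard error 0.286, adjusted p = 0.00802), and the cornified envelope genes PPL with 1.85 and SCEL with 1.70. The matrix genes TNC and FBN1 had 1.47 and 1.47, while H6PD had 1.58, FRY 1.50, SUSD2 1.50, CRLF2 1.49 and ILDR1 1.48, all higher. Of 19 measured kinetochore and centromere genes, 6 were lower, CENPI at -1.10, and 12 when adjusted over the list alone (camera adjusted p = 1.16e-07, and 0.0604 with an estimated correlation). Of 18 FOXO targets and receptor kinases, which Akt restrains, 3 were higher, among them EGFR at 1.24 and IGF1R at 0.67, and 8 when adjusted over the list alone (camera adjusted p = 1.55e-05, and 0.127 with an estimated correlation). In total RNA, with 2 arrays in each group, limma called 0 genes and 821 had an unadjusted p under 0.05, led by MELK, a mitotic kinase, at -1.13, CENPI at -1.21, TMEM19 at -1.05, SPRY4 at 1.30, ETV4 at 0.96 and LYPD1 at 1.38, each with an adjusted p of 0.322. Also in total RNA, PI15 had -3.07, PSAT1 -1.83, DDIT4 -1.68, SCEL 1.55, PPL 1.52 and TXNIP 1.36, the same directions as on polysomes. No array behind those values is in conflict, and with the datasets' conditions each passed. For translation efficiency with INK128 limma called 0 genes, with 59 at an unadjusted p under 0.05, where chance alone gives 372.1. The changes on polysomes are therefore not shown to be changes of translation. The 301 calls on polysomes became 609 without carboplatin polysome array 1, 477 without combination polysome array 3, 83, 514 and 50 without DMSO polysome array 1, 2 or 3, and 82, 41 and 42 without INK128 polysome array 1, 2 or 3. With any 1 of the INK128 polysome arrays or DMSO polysome array 3 left out, DDIT4, PSAT1, ASNS and PI15 had adjusted p of 0.0679 to 0.162. Past 0.05 were also DDIT4, PI15 and PSAT1 without DMSO polysome array 1 (0.0956, 0.0541 and 0.0816), ASNS and PSAT1 without DMSO polysome array 2 (0.0597 and 0.0712), and PSAT1 without carboplatin polysome array 2 or 3 or combination polysome array 1 or 2 (0.0528 to 0.0613), while PSPH and TXNIP passed in each such run. Of the 20 genes with the largest called changes, 11 and 9 still passed without DMSO polysome array 1 or 3, and 10, 9 and 9 without INK128 polysome array 1, 2 or 3. The 6 kinetochore calls became 1, 10 and 0 without DMSO polysome array 1, 2 or 3, 2, 1 and 0 without INK128 polysome array 1, 2 or 3, and 3 without carboplatin or combination polysome array 2. The 3 FOXO calls became 5 without carboplatin polysome array 1, 6 without combination polysome array 3, and 1 without DMSO or INK128 polysome array 3. With the datasets' conditions 732 genes passed on polysomes and 209 in total RNA. By the labels, 2 genes passed in total RNA without carboplatin total array 1.

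**Figure D1:**
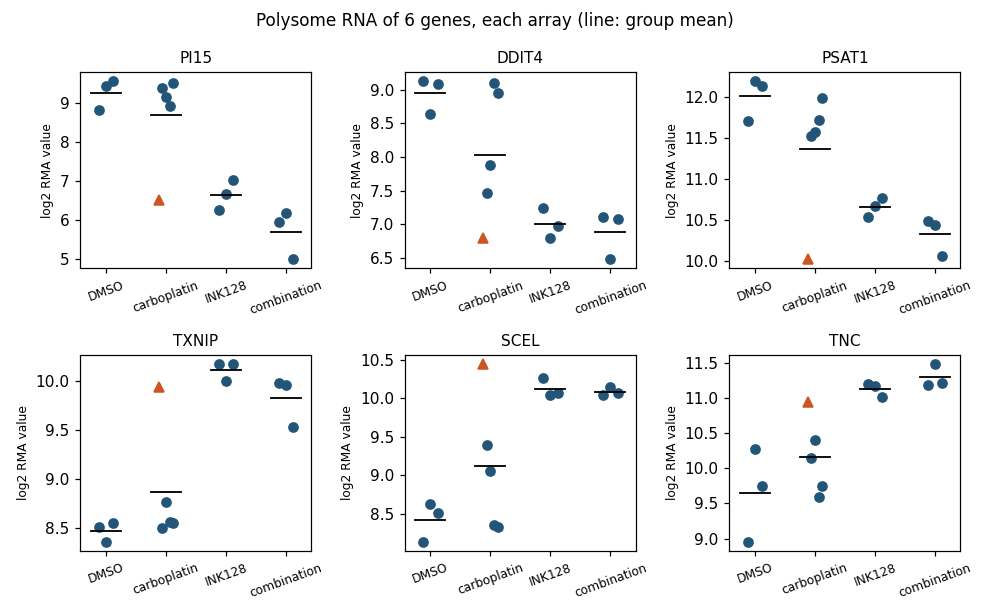
Polysome RNA of PI15, DDIT4, PSAT1, TXNIP, SCEL and TNC on each array (log2 RMA signal, vertical axis) by treatment (horizontal axis), with lines at group means and triangles for the array labelled carboplatin polysome 1, whose condition differs in the paper's dataset. The 3 INK128 arrays lie apart from the 3 DMSO arrays for all 6 genes.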

Inhibition of mTORC1/2 with INK128 at 20-30% reduction in overall protein synthesis also did not result in large numbers of mRNAs transcriptionally or translationally altered (Figure 3C, 3D). However, when mTORC1/2 inhibition by INK128 was combined with carboplatin there was a much greater reduction in the number of mRNAs undergoing translation (479), which likely reflects translational inhibition of mRNAs that are only moderately transcriptionally induced (<2 fold) by carboplatin-mediated DNA damage, and therefore not captured in the transcription analysis. Thus, the combination treatment of mTORC1/2 inhibition (INK128) with carboplatin generated the greatest number of mRNAs that were differentially translated (mostly downregulated), indicating that the combined treatment produces more specific mRNA translational regulation than INK128 alone or carboplatin alone.

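On polysomes the combination lowered PI15, the polyamine gene AMD1 and the RNA polymerase III gene POLR3G, among others. Over the arrays of the paper's datasets, 2 matched pairs with the combination against 2 with DMSO, 202 of 7442 genes passed an adjusted p under 0.05 from limma on polysomes, 145 of them lower. Over all arrays by their labels, 3 against 3, 554 passed, 339 lower and 215 higher. The paper's methods state that each RNA fraction was quantile normalized on its own, and when this was applied to the deposited values 596 passed and most were higher, 270 lower and 326 higher. PI15 fell furthest, with a log2 fold change of -3.55 (standard error 0.577, adjusted p = 0.00747). In the same arrays AMD1 had -1.82 (adjusted p = 0.00747) and POLR3G -1.74 (adjusted p = 0.00747). PMAIP1, which encodes the pro-apoptotic protein NOXA, fell with -1.81 (standard error 0.379, adjusted p = 0.0175). The centromere gene CENPW had -1.88, OSTF1 -1.85, DDIT4 -2.06, PSAT1 -1.68 and the mitochondrial import gene TIMM8A -1.68, all lower. Higher were EGFR with 1.24 (standard error 0.243, adjusted p = 0.0142), SPRY4 with 1.45 and the forkhead gene FOXK1 with 1.32. Of the 20 genes with the largest called changes by the labels, 8 and 5 still passed without DMSO polysome array 1 or 3, and 11 and 13 without combination polysome array 2 or 3. In a fit of only the combination and DMSO arrays 11 of the 20 still passed, and 44 genes in all, 21 lower and 23 higher. PMAIP1 had an adjusted p of 0.0685, 0.0609 and 0.0649 without combination polysome array 3 or DMSO polysome array 1 or 3, and EGFR 0.0520, 0.0535 and 0.0676 without combination polysome array 2 or DMSO polysome array 1 or 3. Without combination polysome array 3, 135 genes passed and most were higher, 86 against 49, and without DMSO polysome array 3, 22 passed, 13 higher and 9 lower. For translation efficiency limma called 0 genes over the matched pairs, with 505 at an unadjusted p under 0.05, and 0 over all arrays by their labels, with 819 unadjusted, 557 of them lower. The smallest adjusted p by the labels was 0.403, held by AMD1 at -2.03, the tRNA methyltransferase gene WDR4 at -1.88, the necroptosis gene MLKL at -1.53 and, on the higher side, GLI2 at 1.13, ADD2 at 1.19 and the stem cell receptor LGR5 at 1.46. Both combination total RNA arrays behind these values are in conflict, and with the datasets' conditions the same 6 genes had -1.24, -1.17, -0.72, 0.65, 0.38 and 1.13. The smallest adjusted p was then 0.331, held by RPL21P28 at -1.55, CDK7 at -1.02 and RPS6 at -0.95. Under the datasets' conditions 1163 genes passed on polysomes and 0 in translation efficiency, where 493 had an unadjusted p under 0.05. At the paper's thresholds for size and unadjusted p, translation alone was altered in 1271 genes over the matched pairs, 1014 of them lower, and by the labels in 883, of which 655 were lower. Measured as translation efficiency at those thresholds, 702 genes passed by the labels, and 671 when those that also passed in total RNA are left out. That last count was 497 over the matched pairs and 308 with the datasets' conditions, both added after the data were examined. The 554 calls on polysomes became 976 without carboplatin polysome array 1, 883 and 134 without combination polysome array 1 or 2, 114 without DMSO polysome array 1, and 337, 326 and 325 without INK128 polysome array 1, 2 or 3. Without combination polysome array 1, 1 gene passed in translation efficiency.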

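Tested directly, the translation efficiency of no gene differed between the combination and INK128 alone at an adjusted p under 0.05 from limma, and 1178 genes had an unadjusted p under 0.05, 861 of them lower with the combination. The microRNA processing gene DGCR8 had a log2 difference of -1.93 (standard error 0.452, adjusted p = 0.215), EXO1, a nuclease of DNA repair, -1.35 and MLKL -1.53. On the higher side WASH2P had 1.20, ENTPD3 1.22 and the secretase gene BACE1 1.32. These 6 genes, with the datasets' conditions, which exchange both combination total RNA arrays, had -0.76, -0.62, -0.71, 0.70, 0.56 and 0.47. Among the smallest p-values were then ZFP30 at -1.20, SCAF11 at -0.75 and PCOLCE at 0.84, each with an adjusted p of 0.460. Of the 34 measured G1/S genes, which drive DNA replication, 17 were lower when adjusted over the list alone and 0 over all genes, and their median was -0.83 (camera adjusted p = 3.10e-10, and 0.467 with an estimated correlation). Under the datasets' conditions that median was -0.25 (camera adjusted p = 0.116, and 0.820 with an estimated correlation), and 792 genes had an unadjusted p under 0.05 with 0 past the adjusted threshold. By the labels, where both combination total RNA arrays are in conflict, restricting the fit to the arrays of these 2 treatments gave 30 genes. On polysomes alone, where each group had 3 arrays and none of them is in conflict, limma called 0 genes between the combination and INK128, with 135 at an unadjusted p under 0.05. Between the combination and carboplatin, with 3 arrays against 5, 632 genes were lower and 301 higher on polysomes, and 1158 and 557 with the datasets' conditions. The effect of carboplatin in cells with INK128 minus its effect in cells without INK128 passed for 0 genes in polysome RNA and 0 in total RNA, with 96 and 754 at an unadjusted p under 0.05. Of the genes called on polysomes with INK128, 89 of the 103 lower and 144 of the 198 higher were also called with the combination in the same direction. Both sets were measured against the same 3 DMSO arrays, which by itself makes them overlap, so these counts do not show how far the treatments share effects. From the larger number of mRNAs past its thresholds with the combination, the paper concludes that the combined treatment regulates translation of specific mRNAs more than either drug alone.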

### Molecular and biochemical pathway analysis of mRNAs selectively inhibited in translation by mTORC1/2 blockade

Using Ingenuity Pathway Analysis (IPA) we categorized major gene expression changes for transcription alone, translation (transcription and polysomal mRNA abundance) and translation efficiency (translation-only, polysome mRNA abundance/total mRNA abundance, an authentic measure of selective mRNA translation) in combined carboplatin/INK128 treated cells. These data were categorized into experimentally authenticated biochemical-molecular pathways, classifying them into biologically significant functions (Figure 4A-4C). Data output was represented as a specific biological pathway/process based on the up- or down-representation of mRNAs on the list and *P*-value ranges. 

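Over the arrays of the paper's datasets, with 2 combination arrays against 2 DMSO arrays, 147 genes passed an adjusted p under 0.05 from limma in total RNA, 59 lower and 88 higher. Over the arrays as labelled, also 2 against 2, limma called 0 genes, and 633 had an unadjusted p under 0.05. Among the 633 with the smallest p were STC1, a secreted regulator of calcium, with a log2 fold change of -2.03 (standard error 0.506, adjusted p = 0.544), LMO3 with -1.56 and TP53INP1, a p53-induced gene, with -1.55 on the lower side. On the higher side were TUFT1 with 1.38 and NFKB2, a subunit of NF-kB, with 1.31. Both arrays labelled combination total RNA are in conflict with the paper's datasets, and with the datasets' conditions STC1, LMO3, TP53INP1, TUFT1 and NFKB2 had -1.35, -0.51, -0.17, 0.43 and 0.54, none past the adjusted threshold. When all 24 arrays took the datasets' conditions, 12 genes were lower and 19 higher. PI15 then had -3.02 (adjusted p = 0.00671), SCD, the desaturase of fatty acid synthesis, -1.50 (adjusted p = 0.0480), and DUSP6, a phosphatase that ends MAP kinase signals, 1.44 (adjusted p = 0.0392). Leaving out the carboplatin total array with a code in its label let 1 gene pass.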

Transcriptional changes resulting from combined carboplatin/INK128 treatment were enriched for a fairly small number of cell death and survival, cell proliferation and cell-cell signaling mRNAs (Figure 4A). 

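On polysomes the combination lowered the mitotic kinase CDK1 and the kinetochore gene ZWINT, among others, with 3 arrays in each group. Of 19 measured genes of the kinetochore, which attaches chromosomes to the spindle, and the centromere, 8 were lower and 12 when adjusted over the list alone, with ZWINT at -1.26, CENPI at -1.10 and CENPP at -1.09 (camera adjusted p = 2.78e-06, and 0.127 with an estimated correlation). Of 42 G2/M genes, 8 were lower and 17 when adjusted over the list alone, among them CDK1 with -0.88 (standard error 0.176, adjusted p = 0.0150) from limma. That list had a median of -0.40 (camera adjusted p = 5.43e-07, and 0.372 with an estimated correlation). Of 34 G1/S genes, 10 were lower and 17 when adjusted over the list alone, including DSCC1 at -0.97 and USP1 at -0.89 (camera adjusted p = 1.95e-05, and 0.372 with an estimated correlation). Of 21 genes of homologous recombination and Fanconi anemia, which repair platinum crosslinks, 5 were lower and 5 when adjusted over the list alone, with EXO1 at -0.89, DNA2 at -0.93, RAD51C at -0.88 and RAD54B at -0.76 (camera adjusted p = 0.00115, and 0.372 with an estimated correlation). Of 18 checkpoint genes, 4 were lower and 6 when adjusted over the list alone, with TIPIN at -1.06 and CHEK2 at -0.71 (camera adjusted p = 0.00476, and 0.372 with an estimated correlation). Of 19 genes of excision and mismatch repair, 4 were lower and 4 when adjusted over the list alone, with the glycosylases TDG at -0.88 and NEIL3 at -0.71 (camera adjusted p = 0.0108, and 0.372 with an estimated correlation). Of 16 anti-apoptotic genes 1 was lower, BIRC5, and the list had a median of -0.17 (camera adjusted p = 0.182, and 0.415 with an estimated correlation). Of 24 immediate early genes, 4 were higher and 6 when adjusted over the list alone, with ETV4 at 0.75, DUSP6 at 0.88 and MYC at 0.74 (camera adjusted p = 0.000578, and 0.372 with an estimated correlation). Genes of a list vary together, and none of the 29 lists passed with an estimated correlation. Without DMSO polysome array 3, 1 kinetochore gene still passed and 0 in each of the other lists named in this paragraph. Kinetochore, G2/M, G1/S, recombination, checkpoint, excision repair, anti-apoptotic and immediate early calls became 3, 1, 1, 1, 0, 0, 0 and 1 without combination polysome array 3. In the same order they became 4, 2, 4, 4, 1, 2, 0 and 2 without combination polysome array 2, and 3, 4, 3, 3, 1, 2, 0 and 2 without DMSO polysome array 1, while G2/M and G1/S calls became 13 and 18 without carboplatin polysome array 1. No combination or DMSO polysome array is in conflict, so the datasets' conditions change only the spread in these comparisons. With INK128 alone, 6 kinetochore, 4 G2/M, 6 G1/S, 4 recombination, 3 checkpoint and 2 excision repair genes were lower on polysomes. Of the immediate early genes 4 were higher with INK128 alone. Tested directly on polysomes, 0 genes differed between the combination and INK128, so these counts do not show an effect of adding carboplatin.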

Translational changes, which are not corrected for transcription-driven translation changes, also identified a small number of altered mRNAs, interestingly, few of which were the basis for DNA damage/repair and cell survival categories (Figure 4B). In contrast, when categorized by translation efficiency, three major pathways were highly represented by combined carboplatin-INK128 treatment. Notably, there were a larger number of mRNAs that showed translation-specific down-regulation, in association with re-sensitization of OVCAR-3 cells when treated with INK128 and carboplatin (Figure 4C). Top scoring molecular-cellular pathways for translation efficiency were dominated by DNA damage and repair function mRNAs, anti-apoptosis and survival function mRNAs, and cell cycle function mRNAs. These data and categories suggest a model of synergistic activities that are specifically increased through selective mRNA translation by increased mTORC1/2 activity with carboplatin-resistance in ovarian cancer cells, which can be selectively impaired by partial mTORC1/2 inhibition and result in re-sensitization to genotoxic DNA damage by carboplatin.

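By translation efficiency with the combination, G1/S genes, which carry out DNA replication, had a median log2 change of -0.56 over the arrays as labelled, with 34 genes measured (camera adjusted p = 1.13e-08, and 0.530 with an estimated correlation). Both combination total RNA arrays behind the values by the labels are in conflict. By the datasets they hold carboplatin polysome and carboplatin total RNA, without INK128, so these values may not measure translation efficiency of the combination. Genes of homologous recombination and Fanconi anemia had a median of -0.42 over 21 genes (camera adjusted p = 0.000336, and 0.530 with an estimated correlation), with EXO1 at -1.18 and RAD54L at -1.35. Checkpoint genes had -0.43 over 18 genes (camera adjusted p = 0.00160, and 0.530 with an estimated correlation), and G2/M genes -0.41 over 42 genes (camera adjusted p = 0.000414, and 0.537 with an estimated correlation). The 16 anti-apoptotic genes had a median of -0.083 (camera adjusted p = 0.744, and 0.864 with an estimated correlation). No single gene passed over all genes, while FEN1, a flap nuclease of replication, had -1.70 (standard error 0.482, adjusted p = 0.403) from limma. FEN1, EXO1 and RAD54L with the datasets' conditions had -0.69, -0.45 and -0.38. The G1/S, G2/M, recombination and checkpoint lists then had medians of -0.13, -0.011, -0.15 and -0.24, with camera adjusted p of 0.705, 0.483, 0.229 and 0.431. With an estimated correlation these were 0.934, 0.896, 0.823 and 0.823, and none of these 4 lists passed. The 36 cytosolic ribosomal protein genes, whose mRNAs carry the TOP motif that mTORC1 controls, then had a median of -0.38 (camera adjusted p = 5.94e-09, and 0.505 with an estimated correlation), against -0.13 by the labels. With INK128 alone, where no treated array is in conflict, the same ribosomal protein genes had a median of -0.28 (camera adjusted p = 9.66e-13, and 0.861 with an estimated correlation). EEF1G, a translation factor gene with the same motif, had -1.16 (standard error 0.357, adjusted p = 1.00) with INK128.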

**Figure 4:**
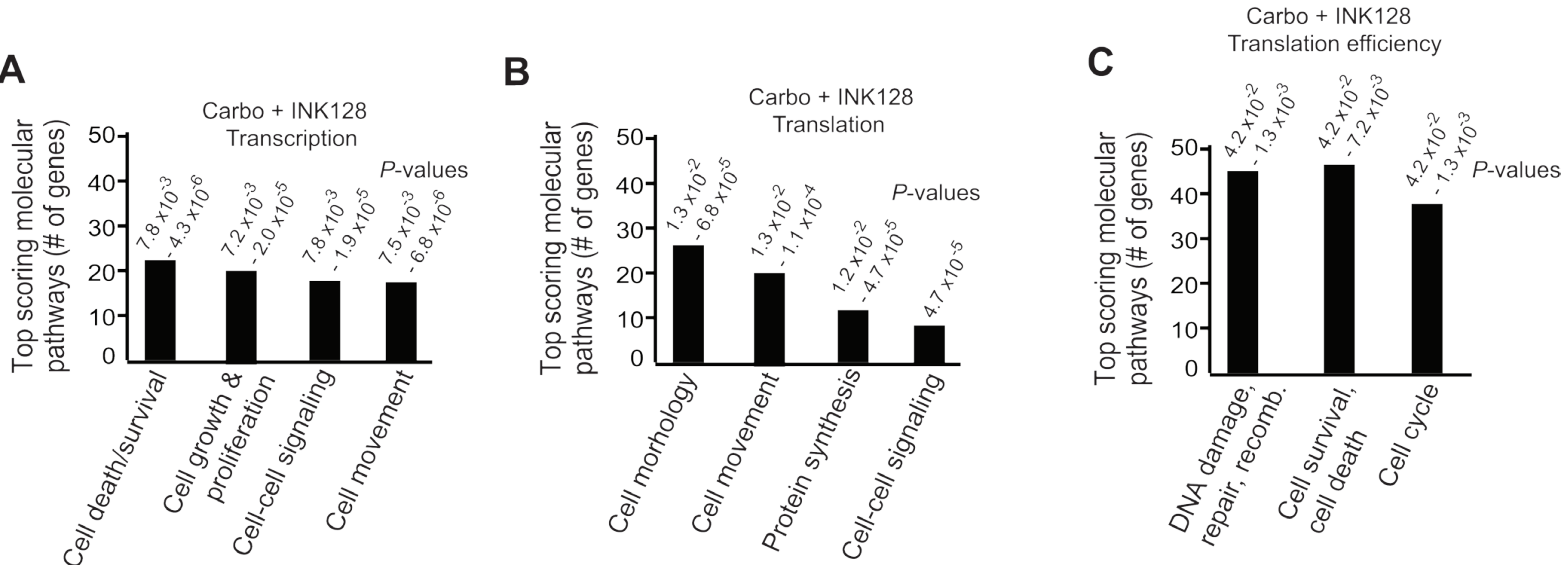
Top scoring molecular pathways for transcription, translation and translation efficiency by Ingenuity Pathway Analysis for carboplatin + INK128 treated OVCAR-3 cells Results represent the number of mRNAs scoring in each of the top ranked pathways and the range of *P*-values. **A.** Transcription analysis: mRNAs altered in abundance alone. **B.** Translation analysis: mRNAs altered in heavy polysome association (≥4 ribosome heavy polysome/total mRNA) regardless of total mRNA abundance. **C.** Translation efficiency analysis: ratio of heavy polysome/total mRNA.

Filtered lists of specific translationally reduced mRNAs derived from translation efficiency data with combined carboplatin-INK128 treatment were generated, ranked by log_2_ fold reduction. Consistent with IPA analysis, the largest selective reductions in mRNA translation by combined carboplatin and INK128 treatment were found to correspond to mRNAs involved in promoting DNA repair, survival and regulation of cell cycle (Tables 1, 2). For example, strong translational down-regulation of the mRNAs involved in DNA replication/repair, chromosome segregation and cell proliferation, a variety of cell survival functions (such as oxidative stress), and others were identified. Among these were several cIAP proteins (e.g., BIRC5, BIRC3/survivin), caspase inhibitors (e.g., CAAP1), promoters of oxidative stress resistance (e.g., OXR1, TXN), and a number of DNA break repair and DNA synthesis proteins, including polymerases and ribosomal proteins.

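Over the arrays of the paper's datasets, 2 matched pairs with the combination against 2 with DMSO, PTMA (probeset 16748449), which encodes prothymosin alpha, had a log2 change in translation efficiency of -2.80 (standard error 0.958, adjusted p = 0.812 from limma). SUMO2, a modifier of repair proteins, had -1.81, and RAD17, a checkpoint loader, -1.06, with the same adjusted p. All 18 genes of Table 1 that were found lay below 0 in those pairs, with a median of -1.04, and 15 had an unadjusted p under 0.05. All 21 found genes of Table 2 also lay below 0, with a median of -1.17, and 19 had an unadjusted p under 0.05. No gene of either table passed an adjusted p under 0.05, the smallest being 0.812. These adjusted p-values are over all 53617 probesets and not over the 7442 genes tested elsewhere. In the first combination pair the medians were -0.67 for Table 1 and -0.73 for Table 2, against -0.060 for all tested genes. In the other, which holds combination polysome array 3, they were -1.50 and -1.64, against -0.17. These values are measured from the mean of the 2 control pairs, 1 of which holds DMSO polysome array 1. The score of RNA fraction of that array, -0.286, lay on the total RNA side. Among the genes of both tables the control pairs differed from each other by 0.0073 (RAD51C) to 1.26 (RPS21). In the first combination pair RAD51C had -0.47 and RPS21 -0.85, so for RPS21 the controls differed by more than its fall. In the 4 pairs with carboplatin alone the medians were 0.21, -0.46, -0.46 and -0.17 for Table 1 and 0.022, -0.60, -0.47 and -0.14 for Table 2, against 0.13, 0.045, 0.021 and 0.029 for all tested genes. Over all 24 arrays by their labels the Table 1 genes had a median of -0.51, with 13 of 18 below 0 and 3 at an unadjusted p under 0.05. The Table 2 genes had -0.65, with 19 of 21 below 0 and 9 at an unadjusted p under 0.05. With the datasets' conditions all genes of both tables were below 0, with medians of -0.85 and -1.03. These genes were chosen by the study on these arrays, so their values are not independent evidence for its reading.

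**Figure D2:**
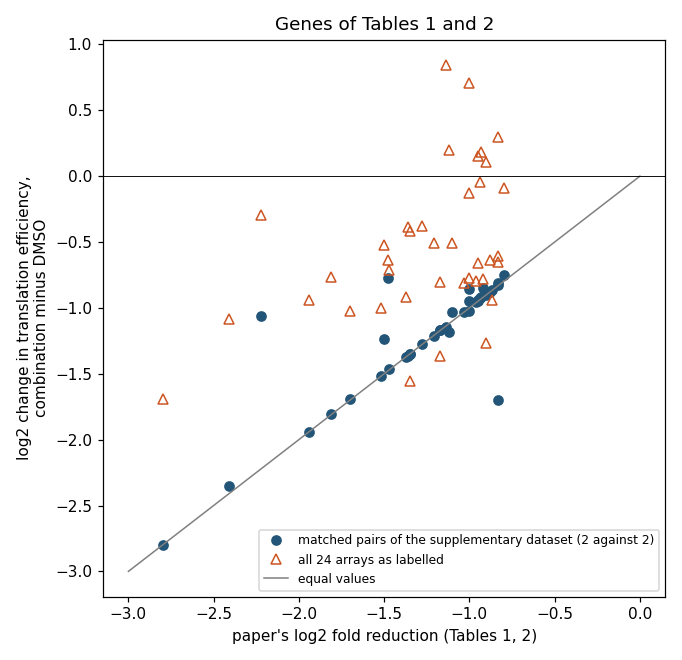
Log2 change in translation efficiency of the Table 1 and Table 2 genes, combination minus DMSO (vertical axis), against the paper's log2 fold reduction (horizontal axis), with circles for the 2 matched pairs against 2, open triangles for all 24 arrays as labelled, and a line of equal values. Circles lie below 0 for all 39 genes, while 7 triangles lie above it.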

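BIRC5 (probeset 16838359), which encodes survivin, an inhibitor of apoptosis, fell on polysomes with the combination, with a log2 fold change of -1.12 (standard error 0.271, adjusted p = 0.0254) from limma, with 3 arrays against 3 and 7442 genes tested. BIRC5 did not pass over all 53617 probesets (adjusted p = 0.0828, and 0.0538 with the datasets' conditions) or with only the 2 treatments fitted (0.0661). It had 0.0814 and 0.0850 without combination polysome array 2 or 3, and 0.0943 and 0.0974 without DMSO polysome array 1 or 3. Its change in translation efficiency was -0.78 (standard error 0.315) over the pairs and -0.64 by the labels, with 2 matched pairs against 2 in the former. BIRC3, which encodes a cellular inhibitor of apoptosis, had a translation efficiency of -1.35 (standard error 0.447) over the pairs and -1.56 by the labels, and its polysome RNA had -0.054. For CAAP1, a caspase inhibitor, it was -0.75 (standard error 0.256) over the pairs and -0.092 by the labels. OXR1, which protects from oxidative damage, had -1.94 (standard error 0.951) over the pairs and -0.94 by the labels, and the thioredoxin gene TXN -1.52 (standard error 0.520) over the pairs and -1.00 by the labels. The recombination gene RAD51C had -0.85 (standard error 0.321) over the pairs and -0.77 by the labels. Among ribosomal protein genes RPL9 had -1.38 (standard error 0.440) over the pairs and -0.92 by the labels, and RPS19 -1.21 (standard error 0.399) over the pairs and -0.51 by the labels. RPL21P28, by its symbol a pseudogene of RPL21, had -1.69 (standard error 0.324) over the pairs and -1.02 by the labels. None of these changes in translation efficiency passed the adjusted threshold, taken over all 53617 probesets. Of the 13 Table 2 genes with a symbol and above the filter, 7 were lower on polysomes over all genes and 11 when adjusted over the list alone (camera adjusted p = 2.78e-06, and 0.372 with an estimated correlation), among them PNO1 at -1.20 and PHF5A at -1.43. Of 11 Table 1 genes, 1 was lower on polysomes and 4 when adjusted over the list alone (camera adjusted p = 0.00332, and 0.415 with an estimated correlation). Adjusted over all 53617 probesets, 1 of the 13 passed, PNO1 with 0.0468, and 0 of the 11, while 5 and 1 passed with the datasets' conditions. The 7 became 0 without DMSO polysome array 1 or 3 or combination polysome array 3 and 1 without combination polysome array 2. The 1 became 0 without those first 3, 4 without DMSO polysome array 2 or carboplatin polysome array 1, and 5 without combination polysome array 1. Both lists come from this study, so they are not independent evidence. With INK128 alone BIRC5 had -0.98 (standard error 0.271, adjusted p = 0.0562) on polysomes.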

**Table 1:** DDR and cell cycle mRNAs translationally impaired by INK128 + carboplatin treatment

Gene name	Log2 fold reduction	Function
PTMA	-2.80	Thymosin A1: involved in chromatin remodeling, DNA replication, has anti-apoptotic function as well
UQCRFS1	-2.60	Ubiquitinol Cyt C reductase: iron sulfur polypeptide in mitochondrial respiratory chain, ATP synthesis
TAF1D	-2.41	RNA POL1 TATA-box binding factor, rRNA synthesis
RAD17	-2.22	Required for cell cycle arrest during DDR
OXR1	-1.94	Oxidative stress resistance, transcriptional stress network regulator
SUMO2	-1.81	Sumoylation protein, important in DDR pathway function
TXN	-1.52	Thioredoxin: redox signaling, reduce oxidative stress during stress responses, cell survival during stress
MIS12	-1.36	Kinetochore complex protein, promotes proper mitotic chromosome alignment
CEP70	-0.93	Regulates microtubule assembly, promotes resistance to microtubule assembly drugs
FGF9	-1.14	Stimulates cell proliferation, cell survival
CENPH	-1.12	Kinetochore and centromere protein, involved in sister chromatid separation during DNA replication
CETN3	-1.00	Centrin-3: chromosome duplication and separation
ESCO-1	-1.00	N-acetyl transferase: chromatid cohesion and DNA replication
RAD51C	-1.00	dsDNA break repair
CDKN2	-1.00	CDK4 inhibitor, prevents unauthorized cell cycle progression, block cell cycling during DNA damage
ESCO1	-1.00	Sister chromatid adhesion
CASC1	-1.00	Cancer susceptibility
CDK7	-0.95	Promotes G2-M transition
POLR1D	-0.95	Required for rRNA synthesis
POLQ	-0.92	Essential for DNA repair during DNA damage and restricted homologous recombination repair pathway
CIRBP1	-0.94	Cold inducible RNA binding protein, protects against DNA damage during stress
POLB	-0.93	DNA base-excision repair, DDR
FBXW7	-0.92	F-box ubiquitination protein. Cyclin E target. Protective against ovarian cancer.
RALB	-0.88	Multifunctional GTPase, involved in signaling, cell proliferation activation

**Table 2:** Survival and anti-apoptotic mRNAs translationally impaired by INK128 + carboplatin treatment

Gene name	Log2 fold reduction	Function
RPL21P28	-1.70	Ribosome large subunit protein
RPL21	-1.50	Ribosome large subunit protein, association with increased cMyc expression
BIRC5	-1.48	cIAP5, survivin, inhibitor of apoptosis, driver of DNA damage drug resistance
RPL27A	-1.47	Ribosome large subunit protein
RPL9	-1.37	Ribosome large subunit protein
BIRC3	-1.35	cIAP2 protein, inhibitor of apoptosis, driver of DNA damage drug resistance
RPS15A	-1.35	Ribosome small subunit protein
RPS21	-1.28	Ribosome small subunit protein
RPS19	-1.21	Ribosome small subunit protein, higher expression linked to certain carcinomas and Diamond-Blackfan anemia
PHF5A	-1.17	Involved in splicing factor 3b complex, transcriptional elongation, pluripotency maintenance
SPATA2	-1.17	Recruits and activates deubiquitinases, regulates inflammatory signaling, loss promotes necroptosis by TNF
RPL11	-1.10	Ribosome large subunit protein, blocks mdm2 degradation of p53, involved in cell cycle arrest during stress, DDR
RPL22L1	-1.03	Ribosome large subunit protein, regulates pre-mRNA splicing, ribosome biogenesis
CCN1/CYR61	-1.07	Promotes cancer cell survival, proliferation, angiogenesis
AVEN	-0.96	Inhibitor of caspases and apoptosis, blocks cell cycle during DDR, loss promotes genomic instability and cell death
BECN1	-0.90	Binds BCL2, promotes ovarian cancer and evades apoptosis with increased autophagy
RPL17	-0.90	Ribosome large subunit protein, involved in large subunit biogenesis
PNO1	-0.90	Involved in 18S rRNA processing, ribosomal and proteasome biogenesis
RPL23A	-0.88	Ribosome large subunit protein
PIGA	-0.87	Involved in GPI anchor adhesion, GPI function in signaling
RPS3A	-0.83	Ribosome small subunit protein, overexpression associated with carcinoma
METAP2	-0.83	Promotes N-terminal methionine removal, angiogenesis, prevents eIF2α phosphorylation and inhibition of protein synthesis during cell stress
RPL37	-0.83	Ribosome large subunit protein, overexpressed in certain cancers
CAAP1	-0.80	Caspase and apoptosis inhibitor

Independent confirmation of selective reduction in translated mRNAs was obtained by performing qRT-PCR analysis on total mRNA and heavy polysome fractions (≥4 ribosomes) for selected mRNAs identified in Tables 1 and 2 in a different carboplatin resistant ovarian cancer cell line, SKOV-3 cells. We first identified the carboplatin concentration that did not reduce SKOV-3 cell proliferation at 2 µM and the GI_50_ for INK128 at 0.25 µM. SKOV-3 cells were treated identically to OVCAR cells using 2 µM carboplatin and 0.25 µM INK128. Cells were harvested at 3 h and 18 h post-treatment with INK128 to determine the effect on selective mRNA translation downregulation and results averaged (Figure 5). We chose several mRNAs to test that were selectively downregulated in translation by mTORC1/2 inhibition (Birc3, Birc5, PTMA, UQCRFS1, AVEN, RAD17) compared to those that were relatively resistant or showed only a very small decrease (BAG1, SYCP2), comparing the ≥4 ribosome heavy polysome fractions to total mRNA. Significant reduction was again observed in the heavy polysome fraction compared to total mRNA levels for selected cell cycle and survival mRNAs compared to mRNAs in SKOV-3 cells, with the strongest reductions observed for BIRC3, BIRC5 and UQCRFS1 (∼75%) followed by RAD17 (∼60%). Control mRNAs relatively resistant to downregulation by mTORC1/2 inhibition in OVCAR-3 cells were also relatively resistant in SKOV-3 cells (BAG1, SYCP2).

**Figure 5:**
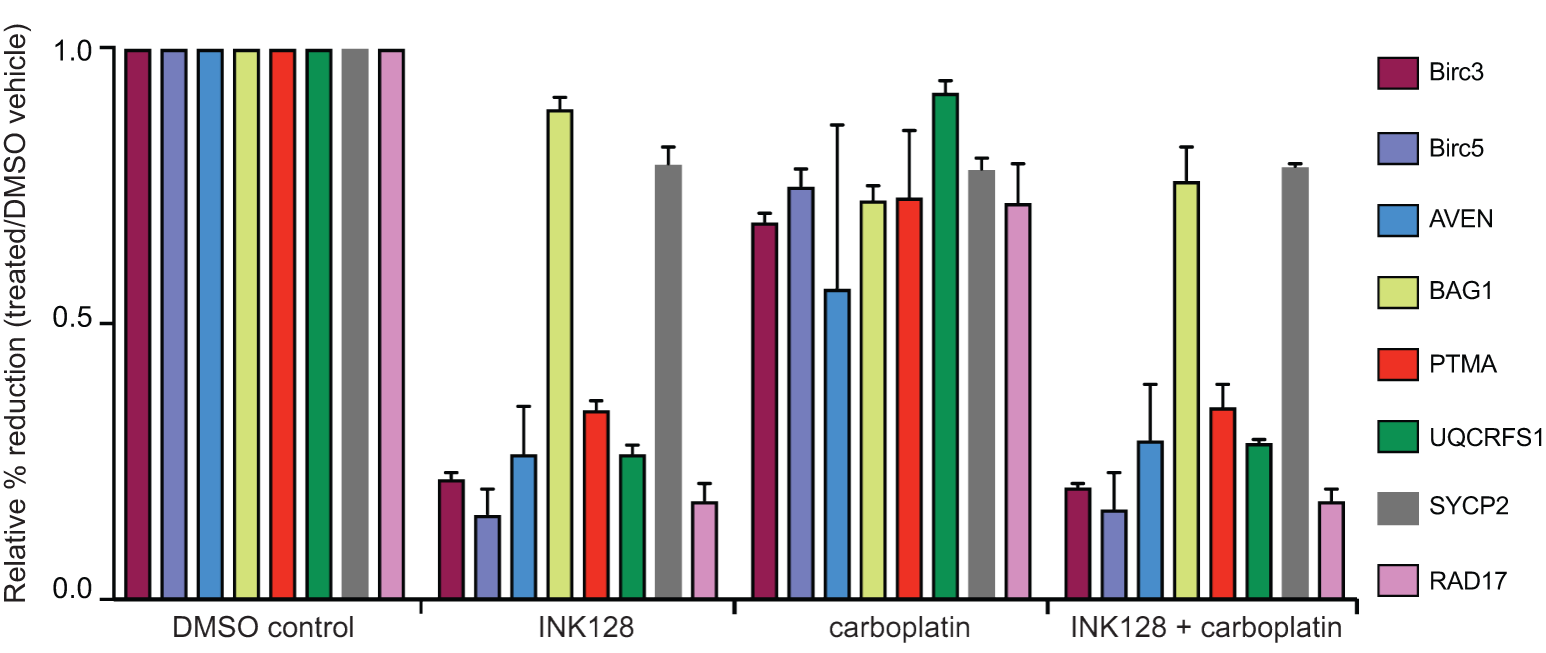
qRT-PCR analysis of select mRNAs in mTORC1/2 inhibited cells with and without carboplatin treatment Cells were treated at GI_50_ dose levels with 2 µM carboplatin for 5 h followed by 3 h or 18 h of 0.25 µM INK128 prior to cell harvest. Total mRNA and ≥4 ribosome heavy polysome mRNA was prepared as in Figure 3 legend. The abundance of selected mRNAs that encode proteins in the DNA damage response and survival response were assessed by qRT-PCR of the ≥4 ribosome (heavy polysome) fraction corresponding to well-translated mRNAs compared to total mRNA levels for each corresponding mRNA (see Methods for details). Results shown are the average of three independent experiments.

## DISCUSSION

It has become clear that there is a role for inhibition of mTOR in ovarian cancer therapy [4, 32]. Several clinical trials have been initiated, but only with inhibitors of mTORC1 [14, 15]. There is therefore a need for greater investigation of dual mTORC1/2 inhibitors in ovarian cancer, particularly because they show efficacy in preclinical models. In some preclinical investigations, dual mTORC1/2 inhibitors have shown efficacy even as single agent therapy in endometrial cancer and platinum-sensitive ovarian cancer [23, 33]. Our investigation was focused on potentiating the anti-tumor effect of dual mTORC1/2 inhibitors with cytotoxic DNA damage chemotherapy and understanding the molecular mechanism by which the chemo-sensitizing synergistic effect of mTORC1/2 inhibition occurs.

Using genome-wide transcriptomic and translatomic analyses, we found a selective reduction in translation of specific mRNAs resulting from mTORC1/2 inhibition that sensitizes to genotoxic chemotherapy by impairing translation of mRNAs that promote increased cell survival and DNA damage and repair functions, and possibly mRNA translation functions (many ribosomal protein mRNAs were targets), all of which are involved in resistance to carboplatin-mediated cell killing. It was particularly interesting that the greatest number of mRNAs that were reduced in translation efficiency were found in the combined treatment set, despite the fact that carboplatin does not directly impair protein synthesis, which was shown to result solely from INK128 inhibition of mTORC1/2. Our data suggest that this is a result of moderately increased expression of mRNAs (< 2-fold) involved in the DNA damage and repair responses, as well as survival and cell cycle pathways, resulting from carboplatin treatment, whose translation is particularly sensitive to dual mTORC1/2 inhibition. Collectively, these mRNAs encode proteins that integrate DNA damage/repair responses, with cell cycle alignment, and anti-apoptotic effects by encoding proteins that prevent apoptotic cell death. For example, there were a number of mRNAs that were less than 2-fold increased by carboplatin treatment that function to promote the DDR and survival, but were strongly downregulation in translation by partial inhibition of mTORC1/2, such as caspase inhibitors and DNA polymerases. 

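BIRC3 had the highest change in total RNA with carboplatin among the genes of Tables 1 and 2, a log2 fold change of 1.36 (standard error 0.503, adjusted p = 1.00 from limma, 4 arrays against 2). CDK7, a kinase of transcription and cell-cycle entry, had 0.40 (standard error 0.201), and the caspase inhibitor CAAP1 -0.27 (standard error 0.288). Survivin, BIRC5, had -0.46 (standard error 0.339). Of 18 Table 1 genes, 8 lay above 0, all below 1 on the log2 scale, with a median of -0.020. Of 21 Table 2 genes, 9 lay above 0, 8 of them below 1, with a median of -0.040. Adjusted over all 53617 probesets, no gene of either table passed an adjusted p under 0.05 from limma. The datasets' conditions put 7 of 18 and 8 of 21 above 0.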

Our data supports a potential role for mTORC1/2 inhibitors in combination with carboplatin as therapy for patients with recurrent platinum-resistant high-grade ovarian cancer. Moreover, patients with tumors expressing high levels of pro-survival genes could benefit from the synergistic effect of this combination therapy.

## MATERIALS AND METHODS

### Cell culture

The platinum resistant ovarian cancer cell line OVCAR-3 [34] and SKOV-3 cell lines were obtained from the American Type Culture Collection (ATCC). Cells were authenticated by the ATCC using short tandem repeat (STR) profiling and used immediately. OVCAR-3 cells were derived from a patient with a platinum resistant recurrence of high-grade serous ovarian cancer with acquired resistance to platinum drugs [34] and at dose levels used in our study [35]. SKOV-3 cells were obtained from an epithelial-like high grade serous ovarian cancer resistant to platinum and adriamycin drugs [36]. Cells were cultured at 37°C, 5% CO_2_ in RPMI 1640 medium with L-glutamine and supplemented with bovine insulin at 0.01 mg/mL, penicillin/streptomycin at 10 mL/L, plasmocin at 50 µL/500 mL, and 20% fetal bovine serum (FBS). Cells were routinely tested and found to be mycoplasma free.

### Cell proliferation assay

The effect of INK128 on cell growth and proliferation, with and without carboplatin was assessed using the Promega CellTiter 96 Non-Radioactive Cell Proliferation Assay. Cells were plated 1000 cells/well in 96-well plates at 37°C, 5% CO_2_ for 24 h prior to drug treatment. The following treatments were carried out in triplicate: (1) DMSO control; (2) carboplatin at 1 µM; (3) INK128 at 0.25 µM; (4) carboplatin at 1 µM + INK128 at 0.25 µM. Colorimetric quantification was performed 24 h after seeding, and 24 h and 48 h after drug treatment.

### Clonogenic cell survival assay

600 cells were plated/well into 6 well plates and allowed to attach over 24 h, treated with DMSO as control, or 0.25 µM INK128 for 19 h followed by 1 µM or 2 µM carboplatin. Fresh media was replaced every 5 days without repletion of drug treatment, colonies grown for 12 days, washed with 1X PBS, fixed with 4% formalin and stained with 1% crystal violet. A colony was defined as consisting of at least 50 cells. Results are presented as the mean with standard error of the mean (SEM) based on 5 studies carried out in triplicate.

### Antibodies and immunoblot analysis

Following treatments, cells were washed twice in ice-cold PBS and lysed in RIPA buffer (150 mM NaCl, 50 mM Tris-HCl, pH 8.0, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 1X Halt Phosphatase Inhibitor Cocktail [Thermo Scientific] and Complete Protease Inhibitor Cocktail [Roche]) at 4°C), lysates clarified by centrifugation at 13,000×*g* for 10 min and protein concentrations determined by DC Protein Assay (Biorad, Hercules, CA). Proteins were resolved by SDS-PAGE and transferred to PVDF membranes (Millipore). The phosphorylation status of most proteins was determined by immunoblotting the membrane first with phospho-specific antibody then stripping the membranes using Restore Western blot stripping buffer (Pierce), followed by re-probing the membranes with non-phospho-specific antibodies. Immunoblotting used the following antibodies, all from Cell Signaling Technology: rabbit anti-Akt (#9272), rabbit anti-phospho-Akt (S473) (#9271), rabbit anti-S6 (#2217), rabbit anti-phospho-S6 (S235/236), rabbit anti-4E-BP1 (#9452), rabbit anti-β-actin, all at 1:1000 dilution and Enhanced Chemiluminescence (ECL, GE Healthcare) used to detect protein signals as described by the manufacturer. All studies were carried out at least three times and representative immunoblots shown.

### Metabolic protein labeling and determination of protein synthesis rates

The effect of INK128 on protein synthesis was assessed by metabolic [^35^S]-Methionine incorporation, cells labeled with 25 µCi of [^35^S]-methionine/cysteine per mL (EasyTag Express Protein Labeling Mix, Perkin Elmer) in Met/Cys-free DMEM supplemented with gentamicin at 0.04 mg/mL, 5% FBS, and bovine insulin at 0.01 mg/mL, and incubated at 37°C for 30 min. Lysates were prepared using NP-40 buffer and specific activity of [^35^S]-methionine/cysteine incorporation into nascent protein was determined by trichloroacetic acid (TCA) precipitation onto GF/C filters and liquid scintillation counting. Studies were repeated three times and data presented as mean, normalized to the control, with SEM.

### Genome-wide transcription and translation studies

Cells (3x150 mm plates per condition) were treated with DMSO as control, 1 µM carboplatin, 0.25 µM INK128, 1 µM carboplatin + 0.25 µM INK128. Cells were treated with INK128 for 19 h prior to addition of carboplatin for 5 h. Plates with only carboplatin were treated at the same time point as the combination plates. Total combination drug treatment was 24 h. Growth media was removed, replaced with media containing 100 µg/ml cycloheximide, cells incubated for 10 min at 37°C, washed with ice cold 1X PBS supplemented with 100 µg/ml cycloheximide, cells harvested into ice cold 1X PBS supplemented with 100 µg/ml cycloheximide and complete protease inhibitor without EDTA (Roche), pelleted twice at 1000 rpm for 4 min, and resuspended in 750 µL polysome isolation buffer (200 mM Tris pH 7.5, 100 mM NaCl, 30 mM MgCl_2_). After 3 min, 250 µL detergent buffer (1.2% Triton N-101, 0.2 M sucrose in polysome isolation buffer) was added, cells were lysed with a Dounce homogenizer with 20 strokes, lysates clarified by centrifugation at 13,000x*g* for 10 min at 4°C and supernatants transferred to new tubes containing 100 µL heparin buffer (10 mg/mL heparin [Sigma-Aldrich], 1.5 M NaCl in polysome isolation buffer). RNA concentration of each sample was determined by NanoDrop and equal RNA amounts (400 µg/mL) layered onto 15-50% sterile sucrose gradients in polysome extraction buffer supplemented with 100 µg/mL cycloheximide. Gradients were centrifuged at 36,000 rpm for 2 h in a SW40 rotor (Beckman Coulter) at 4°C, equal fractions collected while simultaneously monitoring absorbance at 254 nm. 10 µL of 0.5 M EDTA were added to each fraction.

RNA was isolated from each fraction by extraction using the QIAGEN RNeasy MinElute Cleanup Kit. Fractions 7-14, representing high density polysomes, were combined and extracted. For normalization, an aliquot of total RNA was extracted from the same cell lysates used for polysome sedimentation and purified using the QIAGEN protocol. RNA quantity and quality for all samples were determined by bioanalysis (Agilent Technologies), and samples stored in nuclease-free water at −80°C. 10 µg of pooled RNA was used for microarray analysis using GeneChip Human Gene 2.0 ST Array (Affymetrix), according to the manufacturer instructions. Two complete sets of biologic replicates independently performed were used to develop transcriptome and translatome data sets for analysis.

Affymetrix chips were processed by the NYU School of Medicine Genome Technology Core and analyzed through the NYU School of Medicine Bioinformatics Core. Gene-level probeset summary of microarray data were obtained using the GCCN and SST transformation algorithms, RMA background correction, and quantile normalization provided in Expression Console Software, version 1.4.1 (Affymetrix). Control probesets and probesets lacking mRNA accession tags were removed from further analysis. To quantify translational efficiency, the difference in log_2_ intensity between matched polysomal RNA and total RNA was determined. To examine differences in transcription and translation, total RNA and polysome RNA were quantile normalized separately. Statistical analysis was performed using the limma R package [37].

### Assessment of mRNA levels by qRT-PCR

Forward and reverse primers were designed to detect the following mRNAs identified in Figure 5 with specific primer sequences available upon request. RNA was extracted from cells, cDNA was synthesized from the extracted and quantified sample of RNA (GoScript, Promega) and realtime PCR was performed in triplicate using SYBR green (Life Technologies) on a 7500 Fast-Dx RT-PCR Instrument (Applied Biosystems). The ∆CT was calculated using the 7500 software. Fold change values relative to the untreated corresponding control mRNAs were calculated and reported as graphs designed on GraphPad Prism.

### Statistical analyses

For clonogenic cell survival analysis, colony counts and colony diameter were multiplied to develop a colony burden score accounting for the total effect observed. Colony counts, diameters and their products were compared across treatment groups using non-parametric ANOVA methods. Paired tests used Student t-tests. Statistical analyses were performed using SPSS and GraphPad Prism software. Median survival was calculated for each treatment according to the Kaplan Meier method (SPSS version 21).

## SUPPLEMENTARY MATERIALS TABLES

# Supplementary material for: mTORC1/2 inhibition re-sensitizes platinum-resistant ovarian cancer by disrupting selective translation of DNA damage and survival mRNAs
**Source:** Oncotarget. 2018 Sep 4;9(69):33064–76. doi: 10.18632/oncotarget.25869
**Supplement:** Supplementary file 1

mTORC1/2 inhibition re-sensitizes platinum-resistant ovarian cancer by disrupting selective translation of DNA damage and survival mRNAs

SUPPLEMENTARY MATERIALS

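Supplementary Dataset 1 compares translation efficiency of OVCAR-3 cells treated with carboplatin and with DMSO, and lists log2 signals of polysome RNA (columns ending in HD) and total RNA for 4 matched carboplatin pairs and 2 matched control pairs. Its 527 probesets, 350 of them with a gene symbol, are 279 lower and 248 higher by the paper's log2 fold changes, all at least 0.59 in size. The paper's unadjusted P runs from 0.000157 to 0.0498, and the paper's adjusted P is 0.988 for each of them. Refitted over these pairs with limma, BIRC3 had a log2 change in translation efficiency of -1.13 (standard error 0.484, adjusted p = 0.971) with carboplatin alone, and RPL22L1 had -0.80 (standard error 0.255, adjusted p = 0.971). Both were adjusted over all 53617 probesets.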

For Supplementary Dataset 1 see attached excel file in Supplementary Files.

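Supplementary Dataset 2 holds the same kind of values for the combination, with 2 matched combination pairs and the 2 control pairs of the other dataset. The 676 probesets read here, of 1762, are 466 lower and 210 higher by the paper's log2 fold changes, all at least 0.69 in size, and the other 1086 were not used here. The paper's adjusted P is 0.557 for each of the 676. Refitted over these pairs with limma, RPL21P28, by its symbol a pseudogene of RPL21, had a log2 change of -1.69 (standard error 0.324, adjusted p = 0.812), and MIS12, a kinetochore gene, -1.36 (standard error 0.375). The adjusted p is again over all 53617 probesets.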

For Supplementary Dataset 2 see attached excel file in Supplementary Files.

How the deposited data were processed for this re-analysis (not part of the article)

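Total RNA and polysome RNA (mRNA with at least 4 ribosomes) of OVCAR-3 cells were measured by the authors on 24 Affymetrix Human Gene 2.0 ST arrays, after DMSO, carboplatin (1 µM), INK128 (0.25 µM) or both. The deposited table holds log2 signals of 53617 probesets, background-corrected, normalized and summarized by the authors with RMA in Expression Console 1.4.1, with 0 missing values. Array medians ranged from 4.97 to 5.13. No raw intensities were used here, so the normalization was taken as deposited, and the number of arrays per group is 1 of the limits on the precision of the values.

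Conditions were taken from the labels of the arrays. Probesets were named from the platform table, in which 16098 carried 1 symbol, 0 carried several and 37519 carried none, so that genes without a symbol in the table were not analysed here. Where several probesets shared a symbol, the one with the highest mean was kept, which gave 14884 genes. Genes with a mean log2 signal of at least 6.54, the median of the named genes, were tested, 7442 in number. The paper names filtering for low expression but its text gives no value for it. Genome positions were not used here.

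Group means were compared with limma 3.58.1 in R 4.3.3, with tables read by data.table 1.17.8. Total RNA and polysome RNA were each fitted over all 4 treatments, and translation efficiency was fitted over all 24 arrays as the difference between polysome and total RNA in treated cells minus that in DMSO. P-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. The paper's own thresholds, unadjusted P under 0.05 with a log2 change of at least 1 in total RNA and 0.6 in polysome RNA, were applied beside it. A gene was counted as altered in translation alone when it passed in polysome RNA and not in total RNA, while the paper's figure names translation efficiency for this count, which was an alternative here.

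Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, all from limma, and adjusted over the lists of a comparison. In all 36 lists were written before the data were examined, and 29 had at least 3 tested genes. They covered the genes of Tables 1 and 2 and of Fig. 5, ribosomal proteins, mitochondrial ribosomal proteins, other TOP mRNAs, the respiratory chain, DNA repair, checkpoints, p53 targets, anti-apoptotic genes, the cell cycle, kinetochores, ATF4 targets, tRNA synthetases, cholesterol and fatty acid synthesis, glycolysis, lysosomes, FOXO targets, immediate early genes, interferon-stimulated genes, NRF2 targets, ribosome biogenesis, chaperones and epithelial markers. Many lists were measured only in part, because the platform table names a part of the probesets.

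The values in the paper's supplementary datasets were compared with the arrays to find which array each column holds. For 16 arrays a column was found, and 8 arrays are not in the datasets. For 4 of the 16 the column's condition differs from the label. Scores of RNA fraction and of INK128 response put each of the 4 outside the range of the arrays of its labelled class. Results by the labels, which were set beforehand, are the main ones, though some paragraphs give the matched pairs before them. Results with the datasets' conditions were added after the data were examined. The matched pairs of polysome and total RNA in the datasets were set as an alternative before the deposited data were examined. By then the values in the paper's datasets had been seen. Which arrays form the pairs was found by the matching of values, and these arrays take the datasets' conditions. What the 3-digit codes in some carboplatin labels stand for is also unknown.

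Other alternatives were no filter, a filter by interquartile range, all named probesets, quantile normalization repeated within each fraction, centring of each array on its median, a fit of only the 2 treatments compared, array weights, a replicate block, each array left out in turn, carboplatin arrays without a code in the label, another polysome threshold, and translation measured as translation efficiency, again without genes past the threshold in total RNA. The same code was tested on simulated data with known changes, where at a log2 change of 1 it recovered 158 of 200 changed genes in polysome RNA with INK128, 97 of 200 in total RNA with the combination and 67 of 200 in translation efficiency with the combination. At a log2 change of 2 it recovered 199, 193 and 183.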

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

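All tests of explanations in this part were chosen only after the results were seen. Of the genes called in polysome RNA with the combination, 12 stood out because the paper does not discuss them and their changes were among the largest. PI15, a peptidase inhibitor, had a log2 fold change of -3.55, DDIT4 -2.06, POLR3G -1.74, AMD1 -1.82 and PSAT1 -1.68. Higher were PPL at 1.64, SCEL at 1.66, TXNIP at 1.35, FRY at 1.36, SUSD2 at 1.56, FBN1 at 1.32 and TNC at 1.64. Each was also called, in the same direction, with INK128 alone, but against the same 3 DMSO arrays, so this is not a separate test. With the datasets' conditions PI15, DDIT4, PSAT1, POLR3G, SCEL, PPL, TXNIP, FBN1 and FRY were also called in total RNA with the combination. Those calls had the same directions, so these changes are not shown to be changes of translation. Total RNA of the other genes is not given here. Of the 20 genes with the largest called changes with the combination, 5 still passed without DMSO polysome array 3, 8 without DMSO polysome array 1, 11 without combination polysome array 2, 13 without combination polysome array 3 and 11 in a fit of only the combination and DMSO arrays, and none changed direction in any alternative.

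The conditions of 4 arrays differ between the labels and the paper's datasets, and a mislabelled sample is a candidate explanation. Scores for the RNA fraction and for the INK128 response were built from arrays without a conflict, and each of those was scored with directions built without it. The array labelled combination total 1 had a fraction score of 0.391, against -0.607 to -0.0671 in 7 total RNA arrays. Combination total 2 had an INK128 score of -0.529, against 0.0920 and 0.154 in the INK128 total RNA arrays. Carboplatin total 1 had an INK128 score of 0.139, against -0.667 to -0.228 in 5 total RNA arrays without INK128. Carboplatin polysome 1 had a fraction score of -0.473, against -0.286 to 0.580 in 13 polysome arrays, and an INK128 score of 0.0754, against at most 0.0364 in polysome arrays without INK128, which are smaller gaps. The -0.286 is DMSO polysome 1, which lies on the total RNA side of the midpoint of -0.0430 between the means of the fractions, while the other 12 polysome arrays had 0.0199 to 0.580. So 1 of the 3 DMSO arrays behind each polysome comparison with DMSO scores more like total RNA, and the cause was not tested. Each of the scores given for the 4 arrays in conflict lies nearer the mean of the class of the dataset column, so for all 4 arrays the values argue against the label and go with a mislabelled sample. By such midpoints the 4 arrays lay on the side of the datasets in 4 of 4 fraction scores and 3 of 4 INK128 scores, the exception being 0.0754 against 0.0966. The midpoints placed 19 of the 20 arrays without a conflict correctly in each score. How the labels and datasets came to differ was not tested. Total RNA and translation efficiency of the combination by the labels rest on 2 of these arrays.

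More genes were lower than higher in polysome RNA with the combination, 61.2% of the calls. With quantile normalization repeated within each fraction, the procedure stated in the paper's methods, it was 45.3%, so most calls were then higher. Without combination polysome array 3 the share was 36.3% of 135 calls, without DMSO polysome array 3 it was 40.9% of 22, and in a fit of only the combination and DMSO arrays 47.7% of 44. It was 71.1% with each array centred on its median and 71.8% over the matched pairs. The excess of lower genes may therefore come from single arrays or from the normalization, and a biological excess stays open.

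Other splits of the same arrays were counted for the comparisons with at least 3 arrays in each group. For INK128 polysome RNA the real split gave 301 genes and the highest other split gave 0, and 1 of 10 splits reached the real value. For combination polysome RNA the real split gave 554 and the highest other 0, again 1 of 10. With 10 splits a share under 0.05 cannot be reached. For carboplatin polysome RNA the real split gave 0 genes, so 56 of 56 splits reach it by construction and this count says nothing about chance. The highest other split gave 1687 genes. The arrays include carboplatin polysome 1, which is in conflict, and the cause of that count was not tested.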

How the results depend on the processing

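Counts of genes were repeated under each alternative that holds the arrays of the comparison. The matched pairs hold no INK128 arrays, and the alternative without coded arrays was run for carboplatin alone. Outside the runs that left out 1 array, 47 counts moved by more than 1.5 times or from 0, and 112 did not. No named gene or list past the threshold reversed direction. Beyond the settings named here the cause was not tested.

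With the arrays of the paper's datasets in matched pairs, the combination gave 147 genes in total RNA and 202 in polysome RNA, and carboplatin gave 373 in translation alone at the paper's thresholds. With the datasets' conditions for all arrays, added after the data were examined, INK128 gave 209 genes in total RNA and 732 in polysome RNA, the combination 31 and 1163, and carboplatin 46 in translation alone. With only the 20 arrays without a conflict, also added afterwards, INK128 gave 12 in total RNA and 609 in polysome RNA, and the combination 976 in polysome RNA.

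With array weights, polysome RNA gave 485 genes for carboplatin, 4924 for INK128 and 4691 for the combination, translation efficiency gave 2 for carboplatin and 666 for the combination, and carboplatin gave 42 in translation alone. The weights ran from 0.149 to 193.8 and their estimate did not converge, so these counts are not reliable. With only the 2 treatments compared, polysome RNA gave 729 for INK128 and 44 for the combination, the combination against INK128 gave 30 in translation efficiency, and carboplatin gave 10 in translation alone. With the replicate block the combination gave 837 in polysome RNA and carboplatin 34 in translation alone. Residuals of arrays with the same number had a median correlation of 0.138 in total RNA, with 7 of 12 pairs over 0.1, and 0.191 in polysome RNA, with 14 of 18, so the numbers do not pair all arrays and the replicate block is given here only.

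Without the carboplatin arrays that carry a code, carboplatin gave 2 genes in total RNA, 37 in polysome RNA and 244 in translation alone. With a filter by interquartile range, INK128 gave 1 in total RNA and carboplatin 27 in translation alone, and with no filter on low values carboplatin gave 28. With a polysome threshold of log2 1, translation alone gave 2 for carboplatin, 54 for INK128 and 170 for the combination. Measured as translation efficiency, translation alone gave 34 for INK128. Added after the data were examined, translation efficiency gave 127 for carboplatin and 497 for the combination over the matched pairs, and 56 for INK128 and 308 for the combination with the datasets' conditions.

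With an unadjusted p and the paper's fold thresholds, total RNA gave 7 genes for carboplatin, 95 for INK128 and 108 for the combination. Polysome RNA gave 22, 635 and 906, translation efficiency 21, 35 and 702, and the combination against INK128 1037.

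With each array left out in turn, polysome RNA ran from 41 to 609 genes for INK128 and from 22 to 976 for the combination. Total RNA ran from 0 to 2 for carboplatin, 0 to 2 for INK128 and 0 to 1 for the combination, and translation efficiency of the combination from 0 to 1. Translation alone ran from 6 to 85 for carboplatin, 372 to 930 for INK128 and 609 to 1258 for the combination. The value of INK128 translation alone without DMSO polysome array 2 was 930.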

Differences from the paper's values

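The paper's log2 values for translation efficiency in Tables 1 and 2 were compared with the values over all 24 arrays by their labels, and 26 genes differed by more than 1 standard error or in sign. The paper's value comes first in each case. They were PTMA -2.80 against -1.69, TAF1D -2.41 against -1.09, RAD17 -2.22 against -0.29, OXR1 -1.94 against -0.94, SUMO2 -1.81 against -0.77, MIS12 -1.36 against -0.39, CEP70 -0.93 against 0.18. Also FGF9 -1.14 against 0.84, CENPH -1.12 against 0.20, ESCO1 -1.00 against -0.13, CASC1/DNAI7 -1.00 against 0.71, CDK7 -0.95 against -0.66, POLR1D -0.95 against 0.15, CIRBP -0.94 against -0.042. Further genes were RPL21P28 -1.70 against -1.02, RPL21 -1.50 against -0.52, BIRC5 -1.48 against -0.64, RPL27A -1.47 against -0.72, RPL9 -1.37 against -0.92, RPS15A -1.35 against -0.41, RPS21 -1.28 against -0.38. The last were RPS19 -1.21 against -0.51, RPL11 -1.10 against -0.51, RPL17 -0.90 against 0.11, RPL37 -0.83 against 0.29, CAAP1 -0.80 against -0.092.

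Of the alternatives set before the deposited data were examined, the matched pairs of the paper's datasets gave values that no longer differed for these genes except RAD17, BIRC5 and RPL37. The pairs are the paper's own arrays under its own conditions, and the datasets had been seen by then, so this is not an independent match. The other alternatives were compared for the tested genes alone, and none brought RAD17 or BIRC5 to the paper's value. Leaving out single arrays was not compared for these genes. Array weights and centring on the median closed the difference for CDK7, RPL11 and RPL9, array weights also for RPL21P28, and the replicate block and the filter by interquartile range for CDK7. No filter, all named probesets, quantile normalization within each fraction and a fit of only the 2 treatments closed none of these differences. The datasets' conditions for all 24 arrays, an alternative added after seeing the data, closed it for these genes except RAD17, MIS12, RPL21, BIRC5, RPL37 and CAAP1, and left 7 of 18 Table 1 genes and 6 of 21 Table 2 genes without an unadjusted p under 0.05.

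At the paper's own thresholds, counts are said to differ when one is more than 1.5 times the other. For carboplatin the paper gives 76 mRNAs altered in abundance, against 7 in total RNA here, 1 of them in transcription alone. No alternative came within 1.5 times, and the nearest was 28 in total RNA, without the carboplatin total array with a code in its label or without all carboplatin arrays with a code.

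The paper's Fig. 3 names translation efficiency as its measure of translation alone, whereas the counts set beside it here are of genes past the threshold in polysome RNA and not in total RNA, so the measures differ. Measured as translation efficiency, without genes past the threshold in total RNA, the counts were 21 for carboplatin, 34 for INK128 and 671 for the combination, and with those genes 21, 35 and 702. For carboplatin the paper gives 65 in translation alone, against 16. Leaving out either of the 2 carboplatin polysome arrays with a code in the label gave 65 and 79, and leaving out DMSO polysome array 1 gave 85, all within 1.5 times, and no other alternative set before came within it. The datasets' conditions, added after seeing the data, gave 46, which is within 1.5 times, and the number of the paper's mRNAs it drops is not known because the paper does not name the 65. Translation efficiency, also added afterwards, gave 127 over the matched pairs and 13 with the datasets' conditions, and neither is within 1.5 times.

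For the combination the paper gives 479 mRNAs in translation, against 883 in translation alone. The paper words its 479 as a reduction. Lower genes by the labels were 655 in translation alone and 491 in translation efficiency, while the counts that follow are of both directions. Leaving out combination polysome array 3 gave 609 and the measure of translation efficiency 671, both above the paper's value but within 1.5 times, and the other alternatives set before were further off. Translation efficiency over the matched pairs, which is nearer to the measure in the paper's methods but was added as a count after seeing the data, gave 497, within 1.5 times, and the number of the paper's mRNAs it drops is not known because the paper does not name the 479. With the datasets' conditions for all arrays, also added afterwards, translation efficiency gave 308, which is not within it. For INK128 the paper shows about 64 in transcription alone in Fig. 3D, read by eye, against 8. Leaving out INK128 total array 2 gave 68, within 1.5 times, leaving out INK128 total array 1 gave 99, and no other alternative came within 1.5 times. It shows about 78 in translation alone in Fig. 3D, read by eye, against 548, and of the alternatives set before only a polysome threshold of log2 1, which gave 54, came within 1.5 times. Translation efficiency with the datasets' conditions, added after seeing the data, gave 56, which is within 1.5 times, and the number of the paper's mRNAs it drops is not known because the paper does not name them. The paper's filter on low expression is not known, so these counts are over other genes than the paper's. Here 37519 of 53617 probesets were also left out for lack of a symbol. The paper states that it left out control probesets and those without an mRNA accession. Its datasets of translation efficiency list 527 probesets for carboplatin and 1762 for the combination, more than the counts in its text. Counts within 1.5 times of the paper's are therefore not like for like.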

Other observations

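Lists of metabolism were tested on polysomes with the combination, and some of their genes passed. Of 17 ATF4 targets, which supply amino acids under stress, 5 were lower and 8 when adjusted over the list alone, among them PSPH at -1.37 and SESN2 at -1.21, and the list had a median of -0.36 (camera adjusted p = 0.00119, and 0.372 with an estimated correlation). Of 15 genes of cholesterol synthesis 2 were lower, INSIG1 at -0.95 and IDI1 at -0.64, and 6 when adjusted over the list alone (median -0.37, camera adjusted p = 0.00470, and 0.372 with an estimated correlation). Of 66 mitochondrial ribosomal protein genes 6 were lower, MRPS28 at -0.92, and 10 when adjusted over the list alone (median -0.24, camera adjusted p = 0.000677, and 0.372 with an estimated correlation). Of 36 cytosolic ribosomal protein genes 5 were lower, RPS3 at -0.52, and 9 when adjusted over the list alone (median -0.36, camera adjusted p = 0.000306, and 0.458 with an estimated correlation). Without DMSO polysome array 3 or combination polysome array 3 the ATF4 count became 1, without DMSO polysome array 1 or combination polysome array 2 it became 2, and the other 3 counts became 0 in each of these runs. The cholesterol count was 6 without carboplatin polysome array 1, and with any other polysome array left out the cytosolic count ran from 1 to 9 and the mitochondrial from 2 to 12.

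A few genes of the lysosome, which TFEB raises when mTORC1 is inhibited, were higher. Of 29 measured, 3 were higher on polysomes with the combination, GPNMB at 0.65, SGSH at 0.75 and HEXA at 0.59, and 3 when adjusted over the list alone (median 0.11, camera adjusted p = 0.0108, and 0.372 with an estimated correlation). Of 18 FOXO targets and receptor kinases 3 were higher, KLF2 at 0.72, and 6 when adjusted over the list alone (median 0.29, camera adjusted p = 0.000557, and 0.343 with an estimated correlation). The 3 lysosome calls became 0 without DMSO polysome array 1 or 3 or combination polysome array 2 or 3 and 5 without DMSO polysome array 2, and the 3 FOXO calls 0 without DMSO polysome array 3 or combination polysome array 2 and 1 without DMSO polysome array 1. GDF15, a stress cytokine among the p53 targets, was higher with INK128 alone, at 1.06 (standard error 0.165, adjusted p = 0.00714) from limma. NRF2 targets had a median of -0.36 (camera adjusted p = 0.0149, and 0.372 with an estimated correlation) with the combination, and TXNRD1 among them had -0.58. Ribosome biogenesis genes had -0.28 (camera adjusted p = 0.0189, and 0.566 with an estimated correlation) and tRNA synthetases -0.37 (camera adjusted p = 0.00476, and 0.472 with an estimated correlation).

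By camera, other lists had no shift past the threshold in polysome RNA with the combination. The median for fatty acid synthesis was -0.15 (camera adjusted p = 0.594, and 0.794 with an estimated correlation). The median for glycolysis was -0.21 (camera adjusted p = 0.434, and 0.621 with an estimated correlation). The median for the respiratory chain was -0.19 (camera adjusted p = 0.160, and 0.566 with an estimated correlation). The median for end joining was -0.20 (camera adjusted p = 0.594, and 0.621 with an estimated correlation). The median for chaperones was -0.14 (camera adjusted p = 0.334, and 0.579 with an estimated correlation). The median for interferon-stimulated genes was -0.066 (camera adjusted p = 0.799, and 0.819 with an estimated correlation). The median for epithelial markers was 0.094 (camera adjusted p = 0.0543, and 0.372 with an estimated correlation). The median for p53 targets was -0.50 (camera adjusted p = 0.0755, and 0.372 with an estimated correlation). The median for other TOP mRNAs was 0.026 (camera adjusted p = 0.766, and 0.847 with an estimated correlation). By fry, 15 of the 29 lists passed in polysome RNA with the combination and 6 with INK128, while none passed with camera at an estimated correlation. With the datasets' conditions, chosen after the data were examined, fry passed 22 and 16, and with an estimated correlation 1 list passed camera, the ATF4 targets with INK128 (adjusted p = 0.0452). Lists of proteasome subunits, histones, small nucleolar RNAs, mitochondrially encoded mRNAs, fibroblasts, leukocytes and endothelium had fewer than 3 tested genes and were not analysed here.

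The mRNAs of Fig. 5 were measured by the paper in SKOV-3 cells, for which no array was used here. In OVCAR-3 cells RAD17 had a log2 fold change of -0.60 on polysomes with the combination, BAG1 -0.39 and SYCP2 0.043, none past the adjusted threshold from limma. The list had a median of -0.50 (camera adjusted p = 0.170, and 0.511 with an estimated correlation). For SYCP2 the translation efficiency was -1.22 over the matched pairs, -0.87 with the datasets' conditions and 0.97 by the labels. For BAG1 it was -0.83 over the matched pairs, -0.75 with the datasets' conditions and 0.10 by the labels. Both lay below 0 over the paper's own pairs and with the datasets' conditions. They lay above 0 only by the labels, whose combination total RNA arrays are both in conflict. Neither passed the adjusted threshold in any of these. The paper describes both mRNAs as relatively resistant.

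Log2 changes on polysomes with INK128 and with the combination had a correlation of 0.883 over all tested genes. Simulated data with no treatment effect gave 0.500, because both comparisons share the DMSO arrays, and the covariance was 0.124 against 0.0239 in the simulation. Each gene and array was drawn independently, so the simulation holds no shift of a whole array. The shared DMSO arrays include DMSO polysome array 1, which scored more like total RNA. The gap between these correlations therefore does not measure how far the treatments share effects. For the overlap of called genes no such simulated value was computed.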
